# Immune Differentiation Regulator p100 Tunes NF-κB Responses to TNF

**DOI:** 10.3389/fimmu.2019.00997

**Published:** 2019-05-07

**Authors:** Budhaditya Chatterjee, Payel Roy, Uday Aditya Sarkar, Mingming Zhao, Yashika Ratra, Amit Singh, Meenakshi Chawla, Supriyo De, James Gomes, Ranjan Sen, Soumen Basak

**Keywords:** TNF, pulsatile, NF-kappaB, p100, temporal control, gene-expression specificity

## Abstract

Tumor necrosis factor (TNF) is a pleiotropic cytokine whose primary physiological function involves coordinating inflammatory and adaptive immune responses. However, uncontrolled TNF signaling causes aberrant inflammation and has been implicated in several human ailments. Therefore, an understanding of the molecular mechanisms underlying dynamical and gene controls of TNF signaling bear significance for human health. As such, TNF engages the canonical nuclear factor kappa B (NF-κB) pathway to activate RelA:p50 heterodimers, which induce expression of specific immune response genes. Brief and chronic TNF stimulation produces transient and long-lasting NF-κB activities, respectively. Negative feedback regulators of the canonical pathway, including IκBα, are thought to ensure transient RelA:p50 responses to short-lived TNF signals. The non-canonical NF-κB pathway mediates RelB activity during immune differentiation involving p100. We uncovered an unexpected role of p100 in TNF signaling. Brief TNF stimulation of p100-deficient cells triggered an additional late NF-κB activity consisting of RelB:p50 heterodimers, which modified the TNF-induced gene-expression program. In p100-deficient cells subjected to brief TNF stimulation, RelB:p50 not only sustained the expression of a subset of RelA-target immune response genes but also activated additional genes that were not normally induced by TNF in WT mouse embryonic fibroblasts (MEFs) and were related to immune differentiation and metabolic processes. Despite this RelB-mediated distinct gene control, however, RelA and RelB bound to mostly overlapping chromatin sites in p100-deficient cells. Repeated TNF pulses strengthened this RelB:p50 activity, which was supported by NF-κB-driven RelB synthesis. Finally, brief TNF stimulation elicited late-acting expressions of NF-κB target pro-survival genes in p100-deficient myeloma cells. In sum, our study suggests that the immune-differentiation regulator p100 enforces specificity of TNF signaling and that varied p100 levels may provide for modifying TNF responses in diverse physiological and pathological settings.

## Introduction

Tumor necrosis factor (TNF) is a pleiotropic cytokine whose primary physiological function involves coordinating innate and adaptive immune responses (1). TNF engages the canonical NF-κB pathway to activate RelA:p50 NF-κB heterodimers that are sequestered in the cytoplasm of unstimulated cells by inhibitor of κB (IκB) α, β, and ε proteins (2). In the canonical pathway, TNF treatment induces the IκB kinase (IKK) complex consisting of NEMO and IKK2 (or IKKβ), which phosphorylates IκBs leading to their degradation and nuclear translocation of RelA:p50. In the nucleus, RelA:p50 mediate the expression of specific pro-inflammatory and immune response genes.

Typically, TNF briefly stimulates tissue resident cells due to its short half-life *in vivo* (3). Previous studies demonstrated that the NF-κB system, in fact, distinguishes between brief and chronic TNF signals for a wide range of TNF concentrations (4–6). Brief TNF stimulation induces a transient RelA:p50 activity peak persisting in the nucleus for about an hour. In contrast, chronic TNF stimulation triggers an additional second wave of protracted RelA:p50 activity, which lasts in the nucleus for more than 8 h. This late RelA:p50 activity displays oscillatory behavior at single-cell resolution (7). Importantly, chronic TNF treatment activates a distinct set of late-acting NF-κB target genes that are not induced upon brief TNF stimulation (4, 8). Regardless of the duration of TNF treatment, RelA:p50 induce rapid synthesis of the inhibitors of the canonical pathway, including IκBα, IκBε, and A20 (9, 10). A series of elegant studies suggested that coordinated functioning of these negative feedback regulators determines dynamical RelA:p50 responses to time-varied TNF inputs (6, 11–13). It is thought that RelA:p50 regulation by the canonical NF-κB pathway largely provides for distinct transcriptional outputs to brief and chronic TNF stimulations (14). On the other hand, deregulated TNF signaling has been implicated in several human ailments, including inflammatory bowel disorders and neoplastic diseases (1).

The non-canonical NF-κB pathway mediates a separate RelB-containing NF-κB activity. In resting cells, p100 encoded by *Nfkb2* retains RelB and other NF-κB proteins in the cytoplasm (15). Non-canonical signaling induced by B-cell activating factor (BAFF) or lymphotoxin α_1_β_2_ (LTα_1_β_2_) activates a complex consisting of NF-κB inducing kinase (NIK) and IKK1 (or IKKα), which phosphorylates p100. Subsequently, the C-terminal inhibitory domain of p100 is removed by proteasome resulting in the release of RelB:p52 NF-κB heterodimers into the nucleus. In comparison to the canonical RelA activity, the non-canonical pathway elicits a weak but sustained RelB activity, which induces genes involved in immune cell differentiation and immune organ development. In the absence of p100, RelB appears in the nucleus as a minor RelB:p50 NF-κB activity (16, 17). Notably, this constitutive RelB:p50 activity partially compensated for the absence of immune-organogenic RelB:p52 functions in *Nfkb2*^−/−^ mice (18).

Previous mechanistic analyses have identified molecular connections between the canonical and non-canonical NF-κB pathways. For example, canonical signaling induces the expression of genes encoding RelB and p100 from the respective NF-κB target promoters (15). A subpopulation of RelA binds to p100 and is activated by non-canonical signaling (16, 19–21). Conversely, IκBα retains a fraction of RelB and liberates a weak RelB NF-κB activity during canonical signaling in wild type MEFs (22, 23). More so, RelA and RelB heterodimers possess overlapping DNA binding and gene-expression specificities (23–26). Because NF-κB pathways are interlinked, we asked if constituents of the non-canonical pathway influence dynamical TNF signaling.

Here, we demonstrate that p100, a component of the immune-differentiating non-canonical pathway, is critical for the NF-κB system to discriminate between brief and chronic TNF signals. Brief TNF treatment, akin to chronic simulations, induced a biphasic NF-κB response in p100-deficient cells. However, the late NF-κB DNA binding activity induced in p100-deficient cells consisted of RelB:p50, which modified TNF-mediated gene controls in MEFs. Our study further revealed that RelA and RelB heterodimers bound to largely overlapping chromatin locations despite differences in the RelA-dependent and the RelB-mediated gene controls in p100-deficient cells. Mechanistically, NF-κB-driven RelB synthesis strengthened the basal RelB:p50 activity in p100-null cells upon TNF stimulation and produced this lasting NF-κB response. Finally, myeloma cells lacking p100 owing to genetic aberrations produced a long-lasting pro-survival RelB response to brief TNF stimulation. In sum, the NF-κB system engages distantly related molecular species with seemingly distinct biological functions for enforcing dynamical and gene controls of TNF signaling. Our work suggests that varied cellular abundance of p100 may also provide for a mechanism of tuning TNF responses in diverse physiological and pathological settings.

## Results

### A Mathematical Model of the Integrated NF-κB System Predicts a Role of p100 in TNF Signaling

Mathematical reconstructions of cellular networks offer insights on the underlying signal-processing mechanisms (27, 28). We developed a mathematical model (see Supplementary Materials for details), which depicted the NF-κB system consisting of interlinked canonical and non-canonical modules (Figure 1A), for probing dose-duration control of TNF signaling *in silico*. In this model, IκBs and inhibitory p100 complexes both regulated nuclear NF-κB (NF-κBn) activities. For varying dose and treatment duration, TNF activates IKK2 with diverse kinetic profiles. Accordingly, we used theoretical IKK2 activity profiles of varying peak amplitude or duration as model inputs (Figure 1B; Figures S1A,B). Our computational simulations broadly captured the previously described NF-κB dynamics (4, 6). For example, the duration of NF-κBn response was insensitive to changes in the amplitude of IKK2 signal but proportionately increased as a function of the duration of IKK2 input (Figure 1C). Simulating mutant cell systems devoid of one or the other NF-κB regulators, we examined their role in this dynamical control. Remarkably, our computational analyses suggested an aberrant NF-κB control in the *Nfkb2*-deficient system where even short-duration IKK2 inputs produced prolonged NF-κBn responses (Figure 1D).

**Figure 1:**
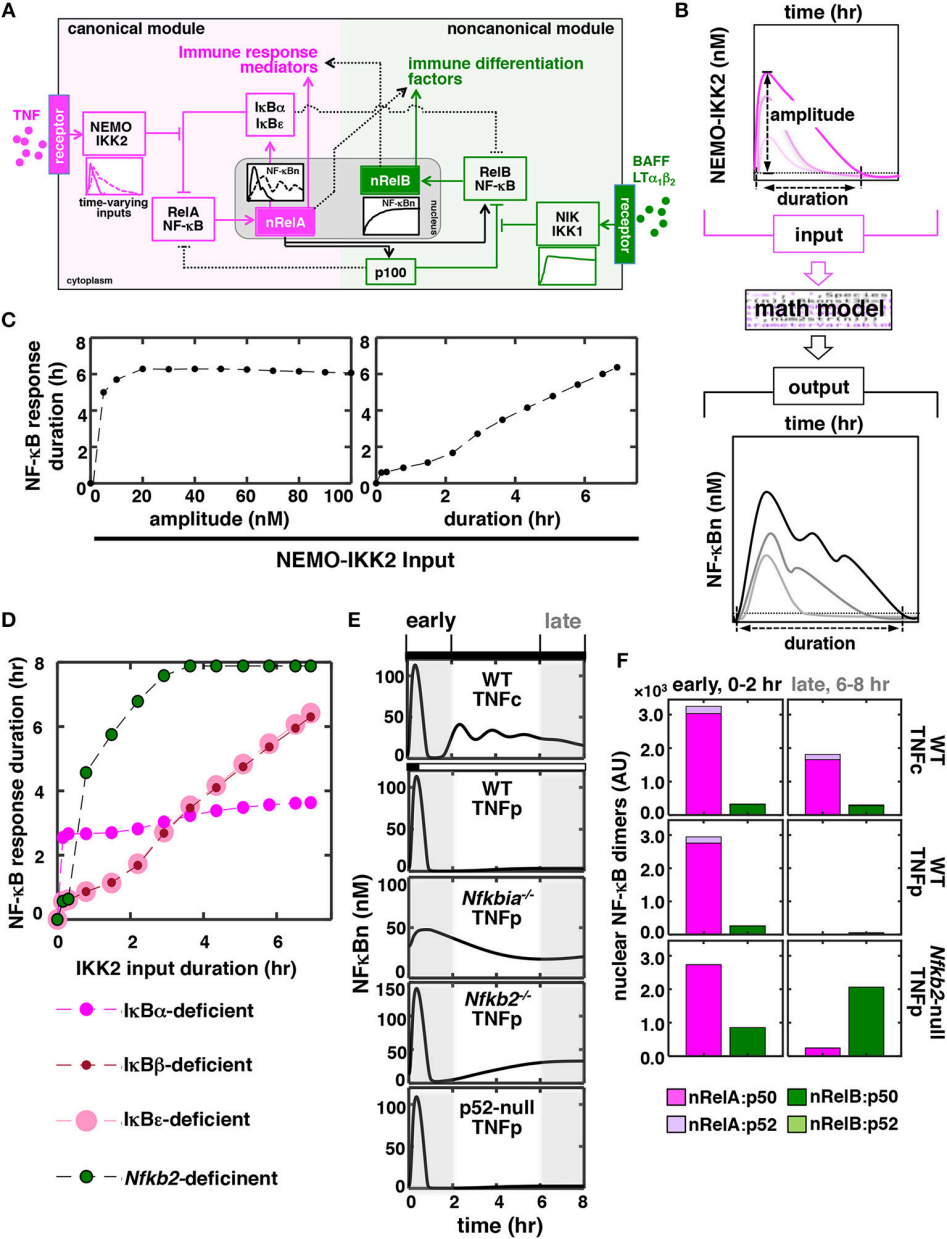
*In silico* studies identify a role of p100 in discriminating between time-varying TNF inputs. **(A)** A graphical depiction of the NF-κB system. TNF through the canonical pathway (magenta) dynamically regulates the activity of RelA:p50 heterodimers, which mediate the expression of immune response genes. BAFF or LTα_1_β_2_ induces a distinct RelB NF-κB activity via a separate non-canonical pathway (green) for driving the expression of immune differentiation factors. However, these two NF-κB pathways are molecularly connected and display certain overlap in relation to gene expressions. Solid and dotted black lines represent major cross-regulatory mechanisms and those involving less-preferred biochemical reactions, respectively. NF-κBn, nuclear NF-κB activity. nRelA and nRelB represent corresponding nuclear heterodimers. **(B)** Schema describing *in silico* production function analyses. Briefly, theoretical IKK2 activity profiles of various peak amplitudes and durations were fed into the mathematical model, and NF-κBn responses were simulated in a time-course. Durations were estimated as the time elapsed above a specific threshold value, which was determined as the sum of the basal NF-κB or IKK activity and 5% of the corresponding basal-corrected peak activity, in the corresponding activity curves. **(C,D)** Graph plot of the duration of simulated NF-κBn responses as a function of the peak amplitude or the duration of theoretical IKK2 inputs. IKK2 activities of various peak amplitude but with invariant 8 h of duration (**C**, left) or with various durations but identical 60 nM peak amplitude (**C**, right and **D**) were used. Computational simulations involved **(C)** the WT system and **(D)** the indicated mutant systems. **(E)** *In silico* studies revealing NF-κBn responses in a time-course in WT and various mutant systems. Experimentally derived IKK2 activity profiles, obtained using MEFs treated with TNF either chronically (TNFc) or for 0.5 h (TNFp), were used as model inputs. Early (0–2 h) and late (6–8 h) phases have been marked using gray boxes. **(F)** Computational modeling predicting TNFp-induced nuclear activities of RelA and RelB heterodimers in WT and *Nfkb2*-null systems. Early and late activities were determined as the area under the corresponding activity curve between 0 and 2 h and 6–8 h, respectively, subsequent to correction for basal values. AU, arbitrary unit.

To investigate further dynamical TNF signaling *in silico*, we fed experimental IKK2 activity profiles obtained using MEFs treated with TNF into our mathematical model as inputs (Figure S1C) (6, 20). Indeed, long-lasting IKK2 activity associated with chronic TNF treatment (TNFc) triggered a prolonged, biphasic NF-κBn response consisting of RelA:p50 heterodimers in our simulation studies (top panels, Figures 1E,F). Short-lived IKK2 input related to brief 0.5 h of TNF treatment (TNF pulse, TNFp) produced only a transient 1 h of NF-κBn response. As expected, a weakened negative feedback extended the TNFp-induced NF-κB response beyond 1 h in the IκBα-deficient system. Corroborating our studies involving theoretical IKK2 inputs, computational simulation of the TNFp regime in the *Nfkb2*-deficient system produced a prolonged NF-κBn response, whose temporal profile was somewhat comparable to that of the TNFc-induced NF-κBn activity (Figure 1E). The prolonged activity induced in the *Nfkb2*-deficent system was biphasic where the late phase lasted for more than 8 h. However, this late activity was absent in the p52-null system, where p100 was expressed but its conversion into p52 was not permitted. Because p100 deficiency triggers also canonical RelB:p50 activation, we probed the dimer composition of this late-acting NF-κB response. Our mathematical model included the description of four NF-κB heterodimers, namely RelA:p50, RelA:p52, RelB:p50, and RelB:p52. Recapitulating previously published experimental data, our simulation studies revealed that the TNF-induced NF-κBn activity consisted of mostly RelA:p50 in the WT system with only a minor amount of RelA:p52 and RelB:p50 heterodimers (Figure 1F). Our computational model further indicated that primarily signal-induced nuclear accumulation of RelB:p50 heterodimers generated the late-acting NF-κBn response to TNFp in the *Nfkb2*-deficient system (Figure 1F). Therefore, our mathematical modeling studies predicted a role of the non-canonical signal transducer p100 in producing appropriate NF-κBn responses to time-varying TNF inputs.

### p100 Restrains Late-Acting RelB:p50 NF-κB Response to Brief TNF Stimulation

To verify experimentally the predictions of our mathematical model, we treated MEFs, immortalized using NIH 3T3 protocol, with TNF and measured the resultant NF-κBn activities in a time-course using the electrophoretic mobility shift assay (EMSA). TNFc treatment of WT cells induced a biphasic NF-κBn response comprising of an early peak, which lasted for ~1 h, and a gradually weakening second phase between 3 and 8 h (Figure 2A). TNFp treatment of WT MEFs produced the early peak activity, which was substantially broadened in TNFp-treated *Nfkbia*^−/−^ cells lacking IκBα (Figures 2A,B). TNFp indeed induced a prolonged NF-κBn response in *Nfkb2*^−/−^ MEFs that consisted of an early peak and a progressively strengthening second phase (Figure 2B). Of note, TNFc generated a similar biphasic activity in *Nfkb2*^−/−^ cells (Figure S2A). Our shift-ablation assay confirmed that the late NF-κBn DNA binding activity induced in WT cells in response to TNFc was composed of mostly RelA:p50 heterodimers (Figure 2C). Similarly, the late NF-κBn activity induced by TNFp in *Nfkbia*^−/−^ cells consisted of RelA:p50. It was earlier shown that p100 deficiency alters the RelB homeostasis, where a subpopulation of RelB translocate into the nucleus, and yet another fraction is sequestered by IκBα and activated upon canonical signaling (16, 17, 20, 22, 23). Our shift-ablation assay corroborated these studies. We noticed in *Nfkb2*^−/−^ MEFs a low level of basal RelB:p50 activity; targeting IκBα-bound complexes, TNFp further augmented this RelB activity at 0.5 h post-stimulation that was diminished to the basal level by 1 h (Figure S2B). In addition, brief TNF stimulation produced a robust late-acting RelB response, which persisted in the nucleus of *Nfkb2*^−/−^ MEFs even 16 h after stimulation (Figure 2C; Figure S2B). Furthermore, IL-1β, which induces NF-κB signaling transiently in WT cells (6), produced a similar late RelB:p50 activity in *Nfkb2*^−/−^ MEFs (Figure 2D; Figure S2C). Our studies suggested that p100 imparted dynamical NF-κB control by preventing late-acting RelB:p50 response to short-lived IKK2 signals generated by pro-inflammatory cytokines. However, deficiency of p100 and that of the well-articulated negative feedback regulator, IκBα caused distinct aberrations with respect to the temporal profile and the composition of the signal-induced nuclear NF-κB activity.

**Figure 2:**
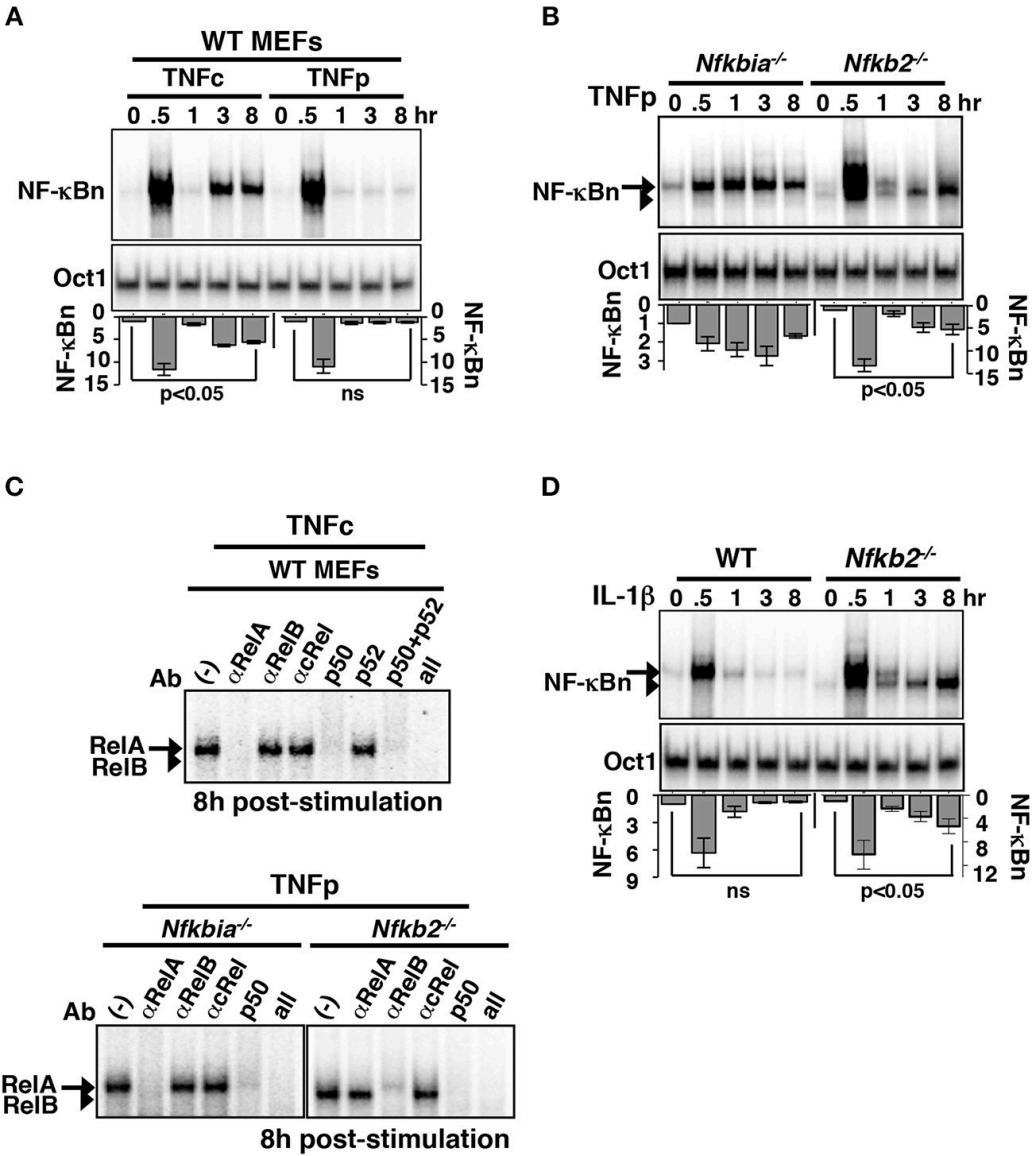
Brief TNF stimulation of *Nfkb2*^−/−^ MEFs induce an additional late NF-κB activity composed of RelB:p50 heterodimers. **(A)** WT MEFs were subjected to TNFc or TNFp treatments, cells were harvested at the indicated time-points after the commencement of stimulations, and NF-κBn DNA binding activities were resolved in EMSA (top panel). DNA binding activity of Oct1 served as a loading control (middle panel). Bottom: signals corresponding to NF-κBn were quantified from four independent experiments and presented in relation to the basal activity in a bargraph. Statistical significance was evaluated using Student's *t* test. **(B)** EMSA comparing NF-κBn induced in a time-course in *Nfkbia*^−/−^ and *Nfkb2*^−/−^ MEFs upon TNFp treatment (top panel). As determined in **(C)**, the arrow and the arrowhead indicate RelA-containing and RelB-containing NF-κB complexes, respectively. Bottom: quantitative analysis of the total NF-κBn activities from four experimental replicates. **(C)** Composition of the NF-κBn activities that persisted after 8 h of TNFp treatment in *Nfkbia*^−/−^ and *Nfkb2*^−/−^ MEFs, was determined in the shift-ablation assay. Antibodies against the indicated NF-κB subunits were used for ablating the respective DNA binding complexes in EMSA. Data represents two independent experiments. **(D)** Time-course analysis of NF-κB DNA binding activity induced upon IL-1β treatment of WT or *Nfkb2*^−/−^ MEFs (top panel). Bottom: quantified NF-κB signal intensities; data represent four experimental replicates. Quantified data presented in this figure are means ± SEM.

Of note, we relied on bulk measurements of transcription factors present in the nuclear extracts. Therefore, our study does not rule out that p100 deficiency triggers an asynchronous, oscillatory RelB:p50 response to TNFp at the single-cell level. Cellular heterogeneity may also amount to two distinct cell population with only one sustaining an elevated RelB:p50 activity—this may in fact lead to an underestimation of late RelB:p50 response in our bulk measurement based analyses.

### Dissecting Molecular Mechanism Underlying Late RelB:p50 Response to Brief TNF Stimulation in the Absence of p100

Sensitivity analysis provides information on regulatory mechanisms governing the functioning of the modeled network (28). In local sensitivity analyses, rate parameters are individually altered; multiple parameters are changed simultaneously in multiparametric analyses. By estimating the effect of parameter perturbation on the model output, relative importance of the associated biochemical reaction in signal processing is determined. Utilizing a variance-based, multiparametric sensitivity analysis method (29), we investigated the biochemical mechanism underlying late-acting RelB:p50 response to TNFp in the *Nfkb2*-deficient system. We assembled the large number of model parameters into 48 distinct groups (Figure 3A). Each of these groups consisted of functionally related biochemical parameters associated with a specific molecular species (see Table S5 for a detailed description on parameter grouping). For instance, kinetic rate parameters associated with the synthesis of IκBα, including constitutive and NF-κB-responsive transcriptions as well as translation, were grouped together. Using Monte Carlo sampling, we explored the parameter space surrounding the nominal values simultaneously among the different parameter groups. The effect of parameter uncertainty for individual parameter groups on the late RelB:p50 activity was summarized as the total effect index (29). Group-V showed a substantially high total effect index indicating that parameters belonging to this group played a dominant role in determining the late RelB:p50 response (Figure 3B; Figure S3A). Group-V consisted of rate parameters associated with NF-κB-driven and constitutive syntheses of *Relb* mRNA as well as translation of *Relb* mRNA. In a local sensitivity analysis, we then distinguished between these Group-V parameters for their relative contributions in eliciting late RelB:p50 activity. We introduced a 10% increase in the individual rate parameters and the resultant effect on the late RelB:p50 response was scored subsequent to data normalization. Our analysis indicated that particularly NF-κB-mediated transcription of *Relb* promoted the late RelB:p50 response to TNFp in the *Nfkb2*-deficient system (Figure 3C). Both RelA and RelB heterodimers are capable of inducing the expression of *Relb* mRNA from the endogenous NF-κB target promoter (17, 23). Indeed, our computational model included the description of RelA, as well as RelB, mediated synthesis of RelB. To understand the contribution of these individual processes in late-acting RelB:p50 response, we abrogated either RelA-dependent or RelB-mediated RelB transcriptions in our model. Our computational simulations revealed that disruption of either RelA-mediated or RelB-driven transcription of RelB diminished the late RelB:p50 response in p100-deficient cells (Figure 3D). Therefore, our computational studies suggested that RelA-mediated transcription of *Relb* mRNA was not sufficient and autoregulatory synthesis of RelB was important for modifying dynamical TNF controls.

**Figure 3:**
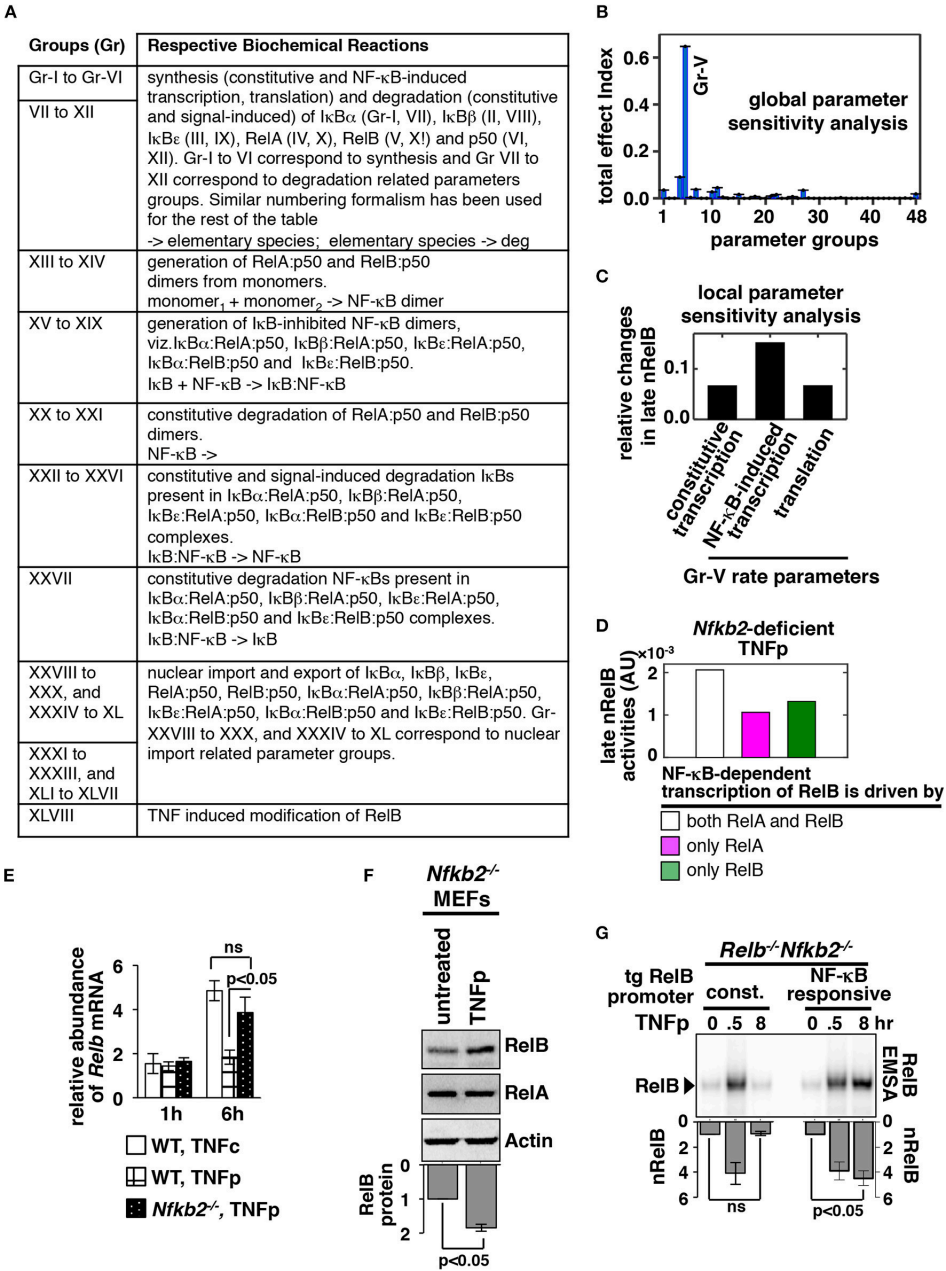
NF-κB-dependent RelB synthesis promotes the late RelB:p50 activity induced upon brief TNF treatment of *Nfkb2*^−/−^ cells. **(A)** Parameter groups analyzed in the variance-based, multiparametric sensitivity analysis. **(B)** Variance-based multiparametric analysis revealing the total effect index, which represent the effect of the parameter uncertainty on the late (6–8 h) RelB:p50 activity induced by TNFp in the *Nfkb2*-deficient system for the individual parameter groups. Standard bootstrapping was used for estimating error ranges. Gr, group. Gr-V consists of parameters related to RelB synthesis; including constitutive and NF-κB induced transcriptions as well as translation. **(C)** Local sensitivity analysis revealing the effect of 10% increase in the indicated parameters belonging to Gr-V on the late RelB:p50 response to TNFp in the *Nfkb2*-deficient system. Differences in the basal-corrected, RelB:p50 activity between the unperturbed system and perturbed systems were scored. **(D)** Computational simulations of the late nRelB response to TNFp involving *Nfkb2*-deficient systems, where the expression of RelB mRNA is mediated by either RelA as well as RelB heterodimers or by RelA alone or by exclusively RelB. **(E)** WT and *Nfkb2*^−/−^ MEFs were treated with TNFp before being subjected to qRT-PCR analysis of *Relb* mRNA abundances normalized to that of *Actb* mRNA. WT MEFs treated with TNFc were used as control. Bargraphs demonstrate the abundances of mRNAs in TNF-treated cells relative to those measured in the untreated cells. Data represent four biological replicates. **(F)** *Nfkb2*^−/−^ MEFs were treated with TNFp and harvested at 6 h post-stimulation before being analyzed by Western blotting. Actin served as a loading control. Bottom: densitometric analysis of the relative abundance of RelB protein in whole cell extracts; data represent five biological replicates. **(G)** TNFp-induced nRelB activity in *Relb*^−/−^*Nfkb2*^−/−^ MEFs stably expressing RelB from a retroviral transgene (tg) either constitutively (const.) or from an NF-κB responsive promoter. Ablating RelA DNA binding with an anti-RelA antibody, residual nRelB activities were revealed by RelB-EMSA. Data represent four independent experiments. Quantified data presented in this figure are means ± SEM.

We tested these computational predictions experimentally. We observed that TNFc activated delayed expression of *Relb* mRNA, which is encoded by a NF-κB target gene, in WT MEFs (Figure 3E). Consistent with the lack of late NF-κBn activity in TNFp-treated WT MEFs, TNFp-induced expressions of *Relb* mRNA were less prominent in these cells (Figure 3E). However, TNFp treatment of *Nfkb2*^−/−^ MEFs led to heightened synthesis of *Relb* mRNA and protein at 6 h post-stimulation that temporally coincided with the late RelB activity observed in these cells (Figures 3E,F). Using retroviral constructs, we then expressed RelB from either a constitutive or a NF-κB responsive transgenic promoter in *Relb*^−/−^*Nfkb2*^−/−^ MEFs. TNFp treatment induced the accumulation of RelB mRNA in *Relb*^−/−^*Nfkb2*^−/−^ cells expressing RelB from the NF-κB-driven, but not constitutive, promoter (Figure S3B). Furthermore, TNFp triggered the late RelB:p50 activity only in engineered cells expressing RelB from the NF-κB responsive promoter, but not in cells expressing RelB from the constitutive promoter (Figure 3G). These results suggested that NF-κB-induced synthesis of RelB was required for triggering the late-acting RelB:p50 response to TNFp in the absence of p100. Therefore, our combined mathematical and biochemical analyses established that NF-κB-driven sustained RelB production promoted progressive nuclear accumulation of RelB:p50 heterodimers in response to brief TNF stimulation of p100-deficient cells.

### RelB:p50 Modify the TNF-Activated Gene-Expression Program in *Nfkb2^−/−^* MEFs

Next, we sought to determine the gene-expression specificity of RelB:p50 in microarray mRNA analysis (Materials and Methods, Supplementary Materials). For side by side comparison of gene controls by RelA:p50 and RelB:p50, we focused on TNFc regime, which produced equivalent nuclear activity of these two heterodimers at 6 h post-stimulation in *Nfkb2*^−/−^ MEFs (Figure 4A) (23). To dissect genetically heterodimer-specific gene expressions, we additionally examined *Relb*^−/−^*Nfkb2*^−/−^ MEFs, which activated exclusively RelA:p50 upon TNFc treatment, and *Rela*^−/−^*Nfkb2*^−/−^ cells, which elicited solely RelB:p50 response (Figure 4A). As controls, we used WT MEFs, which induced RelA:p50 activity in response to TNFc, and NF-κB-deficient cells, which lacked all three transcription-competent NF-κB subunits RelA, RelB, and cRel. In our microarray mRNA analysis, we first considered genes whose expression was induced at least 1.3 fold at 6 h post-TNFc treatment in *Nfkb2*^−/−^ MEFs, but not in NF-κB-deficient cells. Accordingly, we arrived at a list of 304 NF-κB dependent genes. Based on their differential expressions in *Relb*^−/−^ *Nfkb2*^−/−^ and *Rela*^−/−^*Nfkb2*^−/−^ MEFs, we cataloged these NF-κB-dependent genes into six distinct clusters, which were arranged further into four gene-groups (Gr-I to Gr-IV; Figure 4B; Supplementary Materials, Materials and Methods). Gr-I genes were induced in WT, *Nfkb2*^−/−^ and *Relb*^−/−^*Nfkb2*^−/−^ MEFs that possessed the RelA:p50 activity (Figures 4A,B). Gr-II genes were activated either in the presence of RelA:p50 in WT, *Nfkb2*^−/−^ and *Relb*^−/−^ *Nfkb2*^−/−^ MEFs or in RelB:p50-containing *Rela*^−/−^ *Nfkb2*^−/−^ cells. Genes belonging to Gr-III required RelB:p50 for their expressions; they were induced in *Nfkb2*^−/−^ or *Rela*^−/−^*Nfkb2*^−/−^ MEFs, but not in WT or *Relb*^−/−^ *Nfkb2*^−/−^ cells. Gr-IV genes were activated only in *Nfkb2*^−/−^ MEF possessing both RelA:p50 and RelB:p50 activities. Our analyses of knockout cells suggested that RelB:p50 heterodimer could mediate the expression of a subset (Gr-II) of NF-κB-target genes activated by TNF in WT cells involving RelA:p50. Of note, previous studies also reported that RelA:p50 and RelB:p50 function redundantly in mediating the expression of certain pro-inflammatory genes, such as those encoding RANTES, as well as pro-survival genes, such as those encoding cFLIP (20, 23). Intriguingly, RelB:p50, either alone (Gr-III) or in collaboration with RelA:p50 (Gr-IV), activated additional genes in *Nfkb2*^−/−^ MEFs that were not normally induced in WT MEFs. Therefore, p100 modified transcriptional responses to TNF in MEFs involving both RelA- as well as RelB-dependent mechanisms.

**Figure 4:**
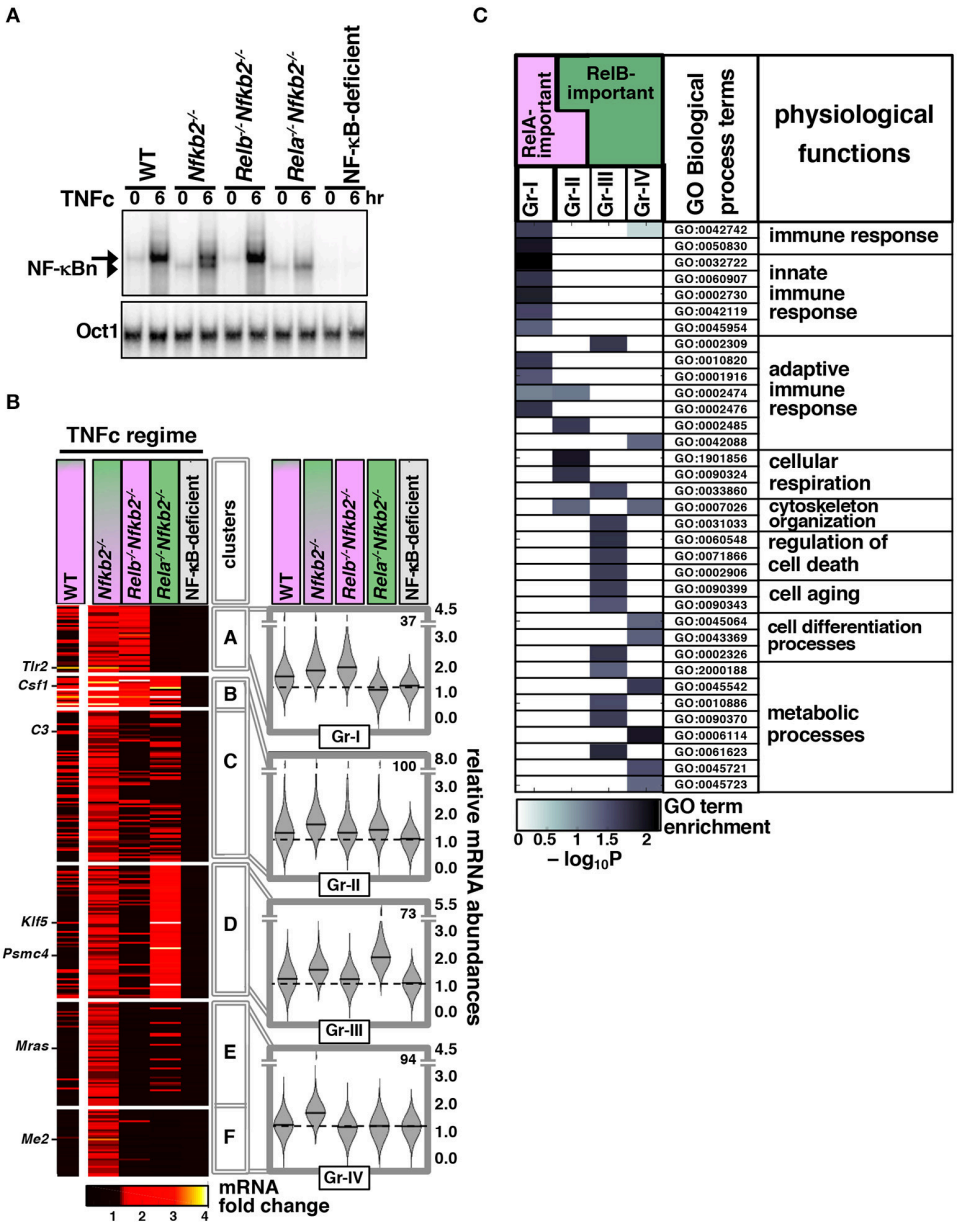
Global analyses reveal distinct gene controls by the TNF-activated RelB:p50 heterodimer. **(A)** MEFs of the indicated genotypes were treated with TNFc for 6 h before being subjected to EMSA. The data represents three independent experiments. **(B)** In our microarray mRNA analysis, we considered genes with high confidence detection in biological replicates across various knockout MEFs, and at least 1.3 fold increase in the average expression upon 6 h of TNFc treatment in *Nfkb2*^−/−^ cells, but <1.3 fold average induction in NF-κB-deficient cells to arrive onto a list of 304 genes. Heatmap demonstrates TNF-induced fold changes in the expressions of these genes in the indicated knockout cells clustered using the partition around medoids algorithm. A representative data using WT MEFs has been indicated in the left column. The resultant six gene-clusters were arranged into four gene-groups. Representative genes belonging to different groups have been indicated. Right: violin plots show relative frequency distributions of fold change values and corresponding medians for various genotypes as well as the number of members in each gene-group. **(C)** Functional enrichment of various Gene Ontology for Biological Process terms in the indicated gene-groups was determined by topGO. A subset of highly enriched terms in either of the gene-groups is highlighted. Broad physiological functions associated with these GO terms have been also indicated.

We then subjected these gene-groups to gene ontology (GO) analyses. Consistent with the well-articulated role of the canonical pathway in immune-activating TNF signaling, Gr-I and Gr-II comprising TNFc-induced RelA-important genes were enriched for GO terms associated with innate and adaptive immune responses (Figure 4C). Gr-II also scored highly for terms linked to cellular respiration. Gr-III and Gr-IV consisting of RelB-important genes activated in p100-deficient cells were instead enriched for terms associated with cellular differentiation, aging, and cell death as well as metabolic processes. These RelB-important genes scored poorly for immune response related GO terms.

We asked if overlapping and distinct gene controls by RelA and RelB heterodimers were mediated at the level of chromatin binding. 

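Chromatin binding was measured in *Nfkb2*-/- MEFs, mouse embryonic fibroblasts that lack the p100 precursor, before stimulation (0 h) and 6 h into chronic treatment (TNFc) with 10 ng/ml TNF. Chromatin was precipitated with an antibody against RelA or an antibody against RelB, with 2 libraries for each antibody and time point, giving 8 ChIP-seq libraries. The authors aligned the reads to the mm9 mouse genome, called peaks in each library separately against input chromatin of the same genotype, and deposited one list of peaks per library. Each list gives the position of a peak, the false discovery rate (FDR) of the call, the log2 fold over input and the number of ChIP and input reads. All 25055 peaks in the 8 lists had an FDR below 0.1 and a fold over input above 2. The smallest number of ChIP reads in any peak was 10. Total reads per library are not part of these lists, so the sequencing depth is unknown. The fold values follow from a single constant per library by which input reads were scaled, and this constant lay between 0.434 and 0.567 across the 8 libraries, so no library stood far apart from the others in its scaling.
The RelA libraries had 182 and 194 peaks at 0 h and 7052 and 5688 peaks at 6 h. The RelB libraries had 35 and 14 peaks at 0 h and 5192 and 6698 peaks at 6 h. Mean log2 peak number was higher at 6 h than at 0 h by 6.57 across both antibodies (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). The ratio of 6 h to 0 h was 33.7 for RelA and 266 for RelB, and with 2 libraries per group these ratios were not tested separately. Counting peaks with an FDR under 0.01 moved the log2 difference most, to 7.65. ChIP reads within peaks at 6 h added up to 153465 and 133507 for RelA, over 1094704 and 901188 bp, and to 120352 and 162105 for RelB, over 848947 and 1087124 bp. The median peak length at 6 h was between 77 and 103.5 bp.
For the comparisons of RelA with RelB, a reproducible peak was a region in which peaks of both libraries of an antibody overlapped by at least 1 bp. At 6 h there were 2539 reproducible RelA peaks and 3023 reproducible RelB peaks. The paper's text names no criterion for counting sites as overlapping, so an overlap of at least 1 bp was used.

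**Figure D1:**
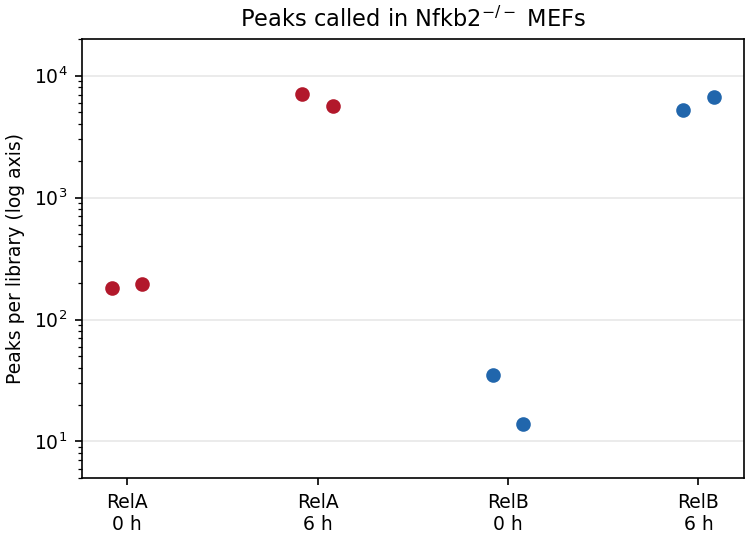
Peaks called per ChIP-seq library in *Nfkb2*-/- MEFs, on a log axis, with one point per library (2 per antibody and time point). Every library at 6 h had at least 5192 peaks, and no library at 0 h had more than 194.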

To address this, we subjected *Nfkb2*^−/−^ MEFs to TNFc treatment for 6 h and subsequently performed chromatin immunoprecipitation using anti-RelA or anti-RelB antibodies followed by deep-sequencing (ChIP-seq) analysis (see Materials and Methods, Supplementary Materials). We then assessed the RelA as well as the RelB ChIPed-tag density around (± 2 kb) the center of the top 2077 RelA binding peaks (top panels, Figure 5A). Similarly, RelA and RelB binding surrounding the top 2241 RelB binding peaks were charted (bottom panels, Figure 5A). These top-ranking peaks were selected basing on their intensity as well as their rank in the irreproducible discovery rate test (30). 

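Of the 2077 reproducible RelA peaks ranked highest in the lists at 6 h, 1461 overlapped a reproducible RelB peak, a share of 70.3% (Wilson 95% interval 68.3 to 72.3%). Counting a peak of either RelB library as a partner moved this share most, to 89.5%. The overlap followed the rank. Among the 635 reproducible RelA peaks in the top 25% of the ranking, 90.1% had a reproducible RelB partner, and among the 634 in the bottom 25%, 35.8% had one. The 3 strongest reproducible RelA peaks by mean fold over input lay in or near introns and a UTR. A peak on chromosome 11 from 67905724 to 67905817, in an intron of *Stx8*, had log2 folds of 5.53 and 5.80 in the 2 RelA libraries. A peak on chromosome 16 from 55838966 to 55839032, in the UTR of *Nfkbiz*, had 5.67 and 5.52. A peak on chromosome 4 from 16095759 to 16095823, in an intron of the gene A530072M11Rik and 4997 bp upstream of the *Ripk2* start site, had 5.64 and 5.55.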

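Among the 2241 reproducible RelB peaks ranked highest at 6 h, 1417 overlapped a reproducible RelA peak, or 63.2% (Wilson 95% interval 61.2 to 65.2%). With peaks of either RelA library as partners the share was 87.4%. RelA partners were found for 83.1% of the 756 RelB peaks in the top 25% of the ranking and for 25.4% of the 755 in the bottom 25%. The strongest RelB site was the *Stx8* intron that was also the strongest for RelA in replicate 2, here from 67905634 to 67905852 on chromosome 11, with log2 folds over input of 5.50 and 5.61. It was followed by an intron of *Traf2* on chromosome 2 from 25389435 to 25390490, with 5.41 and 5.42, and by an intergenic site on chromosome 7 from 99642095 to 99642184, with 5.24 and 5.30.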

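The irreproducible discovery rate (IDR) compares the order of peaks between replicates. A fitted model gives each peak a chance of belonging to the part of the ranking that replicates do not share. The IDR of a peak is the mean of this chance over that peak and all peaks with a lower chance. The paper's text gives no IDR threshold. With the fold over input as peak strength and a threshold of 0.05, 1132 of the 2539 reproducible RelA peaks and 1604 of the 3023 reproducible RelB peaks passed. At a threshold of 0.1 the numbers were 1597 and 2219, and at 0.01 they were 580 and 856. The Spearman correlation of fold between the 2 libraries, across reproducible peaks, was 0.730 for RelA and 0.749 for RelB. Both libraries were set against the same combined input, which may raise this correlation. Peaks are not independent replicates, so no p was computed. Of the peaks that passed at 0.05, 75.2% for RelA and 64.8% for RelB overlapped a reproducible peak of the other antibody. The same procedure was tested on 3000 simulated pairs of peaks, 60% of them reproducible. It recovered 96.4% of the reproducible pairs, with a false share of 4.67%. The simulated pairs were not selected by a calling threshold, as the real peaks were, so this recovery need not hold here. The fit assigned 74.7% of the RelA and 79.3% of the RelB peaks to the part that replicates share, more than passed at 0.05.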

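Over all reproducible peaks at 6 h, 1616 of 2539 RelA peaks overlapped a reproducible RelB peak (63.6%, Wilson 95% interval 61.8 to 65.5%), and 1618 of 3023 RelB peaks overlapped a reproducible RelA peak (53.5%, 51.7 to 55.3%). Merging the lists gave 3942 sites bound by either factor and 1614 sites bound by both, a Jaccard index of 0.409. When the partner's peaks were rotated along each chromosome 1000 times, the mean overlap was 0.0850% for RelA and 0.0682% for RelB (one-sided permutation test, p = 0.001 in each case, the smallest p that 1000 rotations can give). Rotation ignores where chromatin is open, so this test does not separate a shared sequence preference from shared open regions. Leaving out one library, so that the remaining library stood for its antibody, moved these shares most, to between 30.5 and 77.8% of RelA peaks and between 29.9 and 70.1% of RelB peaks.
The overlap between libraries of the same antibody served as the replicate level for pairs of single libraries. Such pairs take all peaks of a library, so their shares cannot be set against those of reproducible peaks above. As a percentage of the library with fewer peaks, the RelA libraries shared 45.1% of their peaks and the RelB libraries 58.5%. The 4 pairs of a RelA with a RelB library shared between 40.5 and 46.4%, with a mean of 43.7%, which was 8.06 points below the mean of the same-antibody pairs, 51.8%. Only 3 splits of the 4 libraries into pairs exist, so this difference could not be called. The share of the RelA pair thus lay within the range of the pairs of different antibodies. At an FDR under 0.01 it lay above that range, at 64.2% against 53.7 to 61.2%.
Strength was compared at the 1860 sites with a peak in all 4 libraries. Across these sites the mean log2 fold over input of RelA and of RelB had a Spearman correlation of 0.677 and a Pearson correlation of 0.702, while replicates of one antibody correlated with Spearman coefficients of 0.734 for RelA and 0.759 for RelB, and single libraries of different antibodies with 0.583 to 0.610. The samples include a single input, combined from both replicates, so these folds share their input reads. Part of each correlation may come from that shared input. The median difference, RelA minus RelB, was -0.09 on the log2 scale. Between single libraries, each centred on its median, the standard deviation of the log2 difference across sites was 0.59 for different antibodies and 0.47 for replicates of one antibody. After subtraction of the median, 95.2% of sites differed by less than a factor of 2. Peaks called for a single antibody, where strength may differ more, do not enter this share. With each library centred on its median, limma called 11 sites with Benjamini-Hochberg adjusted p under 0.05, 8 stronger for RelA and 3 stronger for RelB. With the replicate number as a block, limma called 85 sites, 41 stronger for RelA and 44 stronger for RelB, so the lean towards RelA was not kept. The replicate deviations of same-numbered RelA and RelB libraries were uncorrelated across sites (r = -0.00256), so the numbers gave no sign of pairing the libraries. In simulated data made from the same sites, with 200 of 1860 changed, limma recovered 14.5% of changes of 1 on the log2 scale and 100% of changes of 2. The largest difference in favour of RelB (RelA minus RelB, -2.06 on the log2 scale) was at an intergenic site on chromosome 15 from 39852199 to 39852663 (limma, adjusted p = 0.0163), and the largest in favour of RelA was 1.79, in an intron of *Ankrd55* on chromosome 13 from 113117785 to 113117977 (limma, adjusted p = 0.0310). Among sites higher for RelA was also an intron of *Sod2* on chromosome 17 from 13203005 to 13203226, with a log2 difference of 1.77 (limma, adjusted p = 0.0178).

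**Figure D2:**
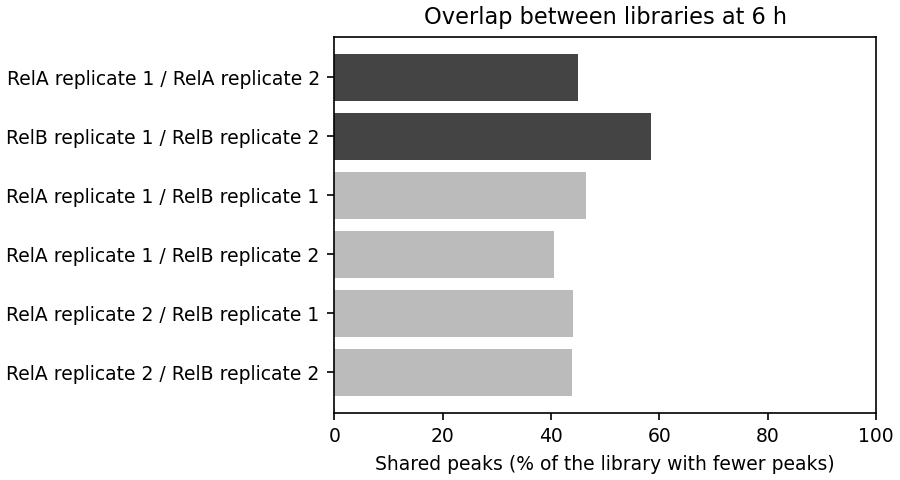
Shared peaks of each pair of the 4 libraries at 6 h, as a percentage of the library with fewer peaks. Dark bars are pairs of the same antibody (45.1% for RelA, 58.5% for RelB) and light bars are pairs of different antibodies (40.5 to 46.4%).

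**Figure D3:**
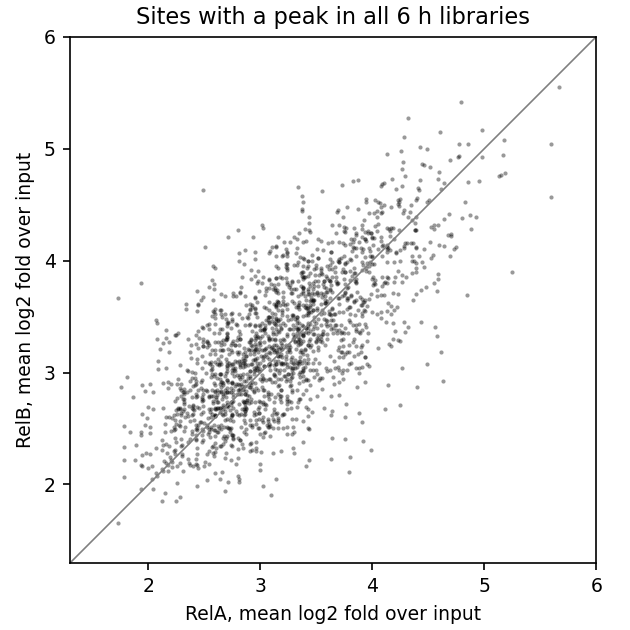
Mean log2 fold over input of RelA (x axis) and RelB (y axis), with one point for each of the 1860 sites that had a peak in all 4 libraries at 6 h. The line marks equal fold, and the Spearman correlation was 0.677.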

Our peak-centered heatmap revealed that RelA and RelB bound to mostly overlapping chromatin sites and with almost similar proficiency. Next, we focused our analyses on Gr-I, Gr-II, Gr-III, and Gr-IV genes, which showed distinct requirements of NF-κB subunits for their expressions. We considered chromatin locations up to 50 kb from the transcription start site for assigning peaks to a given gene. Our analyses revealed that RelA or RelB recruitments to chromatin sites in TNFc-stimulated *Nfkb2*^−/−^ cells were equivalently enriched for all four gene-groups (see bargraphs Figure 5B). 

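Of 37273 annotated genes, 4441 had a start site within 50 kb of a reproducible RelA peak at 6 h and 4758 had one within 50 kb of a reproducible RelB peak. Both factors were assigned to 3077 genes, which is 69.3% of the RelA-associated genes (Wilson 95% interval 67.9 to 70.6%) and 64.7% of the RelB-associated genes (63.3 to 66.0%). The odds ratio of this overlap was 41.8 (Fisher's exact test, one-sided, log10 of p = -2113). Neighbouring genes often share a peak, so genes are not independent in this test. A further 1364 genes were associated with RelA alone and 1681 with RelB alone. Leaving out RelA replicate 2, an alternative chosen after seeing the data, moved the shares most, to 41.6% of RelA-associated and 86.1% of RelB-associated genes, and a limit of 100 kb gave 73.6% of RelA-associated and 68.2% of RelB-associated genes. Membership of the individual gene-groups was not used here, so these numbers describe all genes together. The start sites came from the first mouse release of the GENCODE annotation, on mm9, with one start site per gene.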

We indeed noticed a substantial overlap between RelA- and RelB- associated genes globally and in the individual gene-groups (see Venn diagrams, Figure 5B). Finally, we examined browser tracks of a select set of genes belonging to these gene-groups (Figure 5C). *Tlr2* belonging to Gr-I and *C3* belonging to Gr-II were bound by both RelA and RelB in TNFc-treated *Nfkb2*^−/−^ MEFs. 

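*Tlr2* lies on the minus strand of chromosome 3 of mm9 from 83640195 to 83645689 and *C3* on the minus strand of chromosome 17 from 57343397 to 57367559. At 6 h all 4 libraries had a peak at the *Tlr2* promoter, merging to 83645317 to 83646068. The peak of RelB replicate 1, 83645706 to 83645835, lay just upstream of the start site, and the other peaks covered it. The log2 fold over input was 2.69 and 2.67 in the RelA libraries and 2.04 and 2.73 in the RelB libraries. Sequence in this region matches the κB consensus GGRNNNYYCC at 83645693 to 83645702 (GGGAATTCCC) and at 83645529 to 83645538 (GGGATGTCCC). A second site in all 4 libraries, 83666681 to 83667061, lay 21182 bp upstream of the start site and holds the match GGGGATTTCC. It had log2 folds of 3.70 and 3.58 for RelA and of 2.23 and 2.60 for RelB.
For *C3*, a site upstream of the start site, 57370709 to 57371679, was called in all 4 libraries at log2 folds of 4.09 and 4.09 for RelA and 4.09 and 4.00 for RelB. It holds the matches GGGGAATTCC at 57371164 to 57371173 and GGGGATTTCC at 57371265 to 57371274. Peaks at the *C3* start site itself, 57367236 to 57367892, were called in both RelA libraries (2.83 and 2.67) and in neither RelB library. A site in a *C3* intron, 57364530 to 57364648, was called in both RelB libraries (3.18 and 3.72) and in RelA replicate 2 (3.36). No library at 0 h had a peak within 50 kb of either start site.

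**Figure D4:**
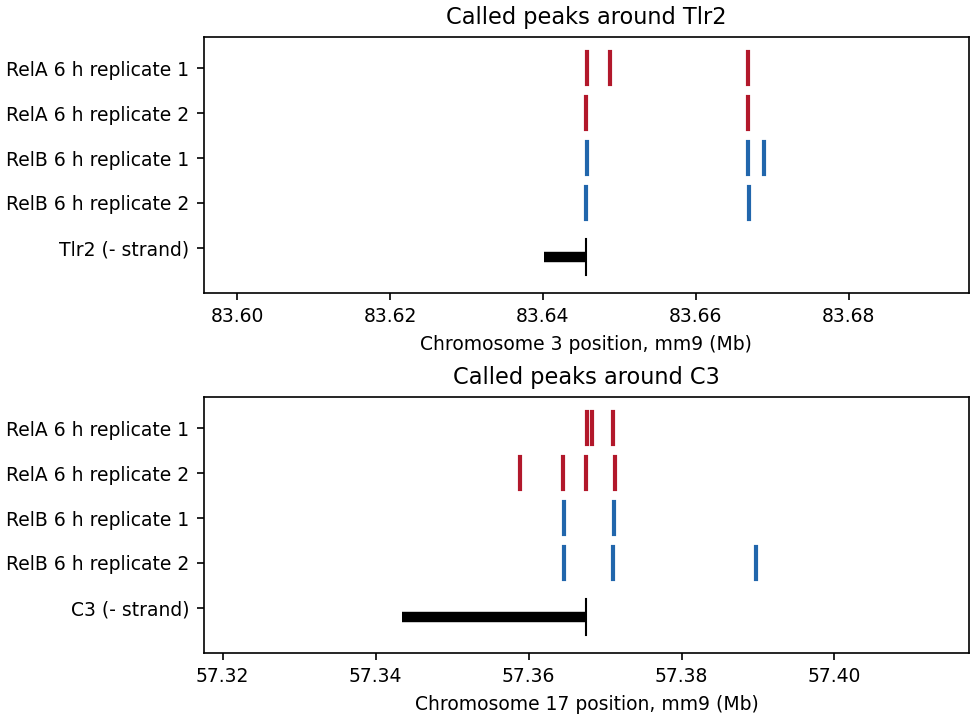
Peaks called at 6 h within 50 kb of the *Tlr2* and *C3* start sites, with one row per library, RelA in red and RelB in blue. The black bar is the gene and the thin line its start site, and each mark is the centre of a called peak.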

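*Psmc4* lies on the minus strand of chromosome 7 of mm9 from 28826726 to 28835120. No peak was called within 10 kb of its start site in any of the 8 libraries. Within 50 kb, RelA replicate 1 at 6 h had a single peak, 28799258 to 28799310, which was 35836 bp downstream of the start site and outside the gene, with 14 ChIP reads, a log2 fold of 2.99 and an FDR of 0.00866. It was not called in RelA replicate 2. The peak holds the κB match GGGGGCTCCC at 28799259 to 28799268. *Bcl10* lies on the plus strand of chromosome 3 from 145587322 to 145597247. All 4 libraries at 6 h had a peak near its start site, merging to 145587604 to 145588143, in an intron. The log2 fold over input was 2.39 and 2.83 for RelA and 3.10 and 3.06 for RelB, with 16 to 37 ChIP reads per library. The region holds the κB match GGAATTCCCC at 145587898 to 145587907. A site 36948 bp upstream, 145550245 to 145550503, in an intron of *Ddah1*, was called in both RelB libraries (2.68 and 2.56) and in neither RelA library. No library at 0 h had a peak within 50 kb of either start site.

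**Figure D5:**
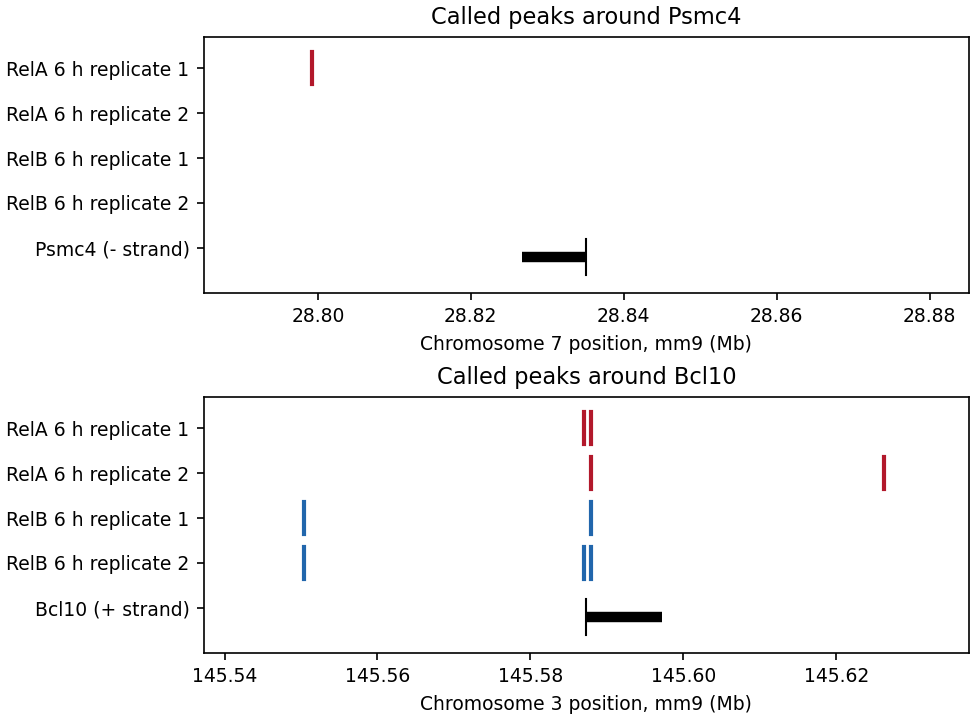
Peaks called at 6 h within 50 kb of the *Psmc4* and *Bcl10* start sites, by library, with RelA in red and RelB in blue. The black bar is the gene, the thin line its start site, and each mark the centre of a called peak, so that *Psmc4* has 1 mark in all and *Bcl10* has marks next to its start site in every library.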

Among the Gr-III genes, *Psmc4* did not recruit these NF-κB subunits but *Bcl10* engaged both RelA and RelB. Similarly, either RelA or RelB was not recruited to *Me2* belonging to Gr-IV, but both bound *Bcl3*. Therefore, despite genetic analyses revealing distinct sets of RelA- and RelB-important genes, our ChiP-seq analyses suggested that RelA and RelB bound to largely overlapping chromatin sites, and that a subset of RelB-important genes circumvented NF-κB binding for their expressions.

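*Me2* lies on the minus strand of chromosome 18 of mm9 from 73929694 to 73975046. Neither RelA library had a peak within 50 kb of its start site at 6 h. RelB replicate 1 had a peak in a *Me2* intron, 73956684 to 73956885, at an FDR of 5.76e-04 and a log2 fold over input of 3.58. It held 34 ChIP reads and 11 input reads. RelB replicate 2 had a peak of 12 ChIP reads in the same intron, 73957085 to 73957114, at an FDR of 0.0672 and a log2 fold of 1.97. These 2 peaks did not overlap, and *Me2* therefore had no reproducible RelB peak. Neither peak holds a κB match. *Bcl3* lies on the minus strand of chromosome 7 from 20393811 to 20408119. Within 50 kb of its start site the RelA libraries had 7 and 5 peaks at 6 h and the RelB libraries 7 and 7. The merged sites 20402834 to 20403023, in an intron, 20407619 to 20408516, around the start site, and 20412153 to 20412402, upstream of it, were called in all 4 libraries. In the intron the log2 fold was 4.70 and 4.58 for RelA and 4.17 and 4.09 for RelB, and the sequence holds the κB match GGGATTTCCC at 20402979 to 20402988. At the upstream site the fold was 3.93 and 3.45 for RelA and 4.35 and 4.53 for RelB, with the match GGAAAGTCCC at 20412324 to 20412333. No library at 0 h had a peak within 50 kb of the *Me2* or *Bcl3* start sites.

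**Figure D6:**
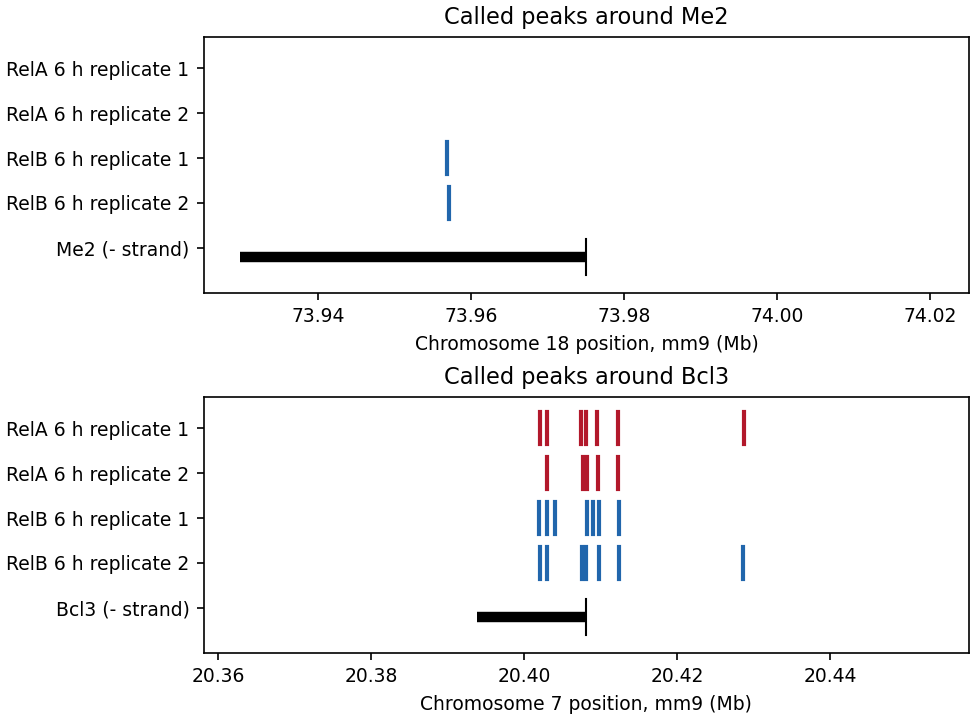
Peaks called at 6 h within 50 kb of the *Me2* and *Bcl3* start sites, by library, with RelA in red and RelB in blue. The black bar is the gene, the thin line its start site and each mark the centre of a called peak. *Me2* has 1 mark in each RelB library and none in the RelA libraries.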

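The sites that RelA and RelB did not share were counted as reproducible peaks of one antibody with no peak in either library of the other. There were 391 such RelA peaks (15.4%, Wilson 95% interval 14.0 to 16.9%) and 577 such RelB peaks (19.1%, 17.7 to 20.5%). Their median log2 fold over input, 2.76 for RelA and 2.78 for RelB, was below that of the other reproducible peaks, 3.12 and 3.17. Leaving out one library moved these counts most. They then lay between 564 and 3932 for RelA and between 903 and 3378 for RelB, because a single library stood for its antibody. The strongest RelA-specific peak was in an intron of *Blk* on chromosome 14 from 64026603 to 64026712, with log2 folds of 4.32 and 4.64, and the strongest RelB-specific peak in an intron of *Fgfr2* on chromosome 7 from 138143200 to 138143690, with 4.52 and 4.32. Within 100 bp of the peak centre, a κB match was found in 75.1% of the 1616 shared peaks, 58.1% of the RelA-specific peaks and 54.1% of the RelB-specific peaks. Flanking windows 1000 bp away had a match in 12.6, 11.4 and 9.88% of cases (Fisher's exact test, two-sided, p = 9.05e-63 for RelA-specific and p = 7.09e-87 for RelB-specific peaks, odds ratio 21.0 for shared peaks).
The paper draws on its heatmap of binding around the top peaks, the overlap of the associated genes and the tracks at the selected genes. From these it proposes that RelA and RelB bind to largely overlapping sites even though the genetic analyses separate RelA-important from RelB-important genes. From genes such as *Psmc4* and *Me2*, which it reports as recruiting neither factor, it proposes that some RelB-important genes are expressed without NF-κB binding.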

**Figure 5:**
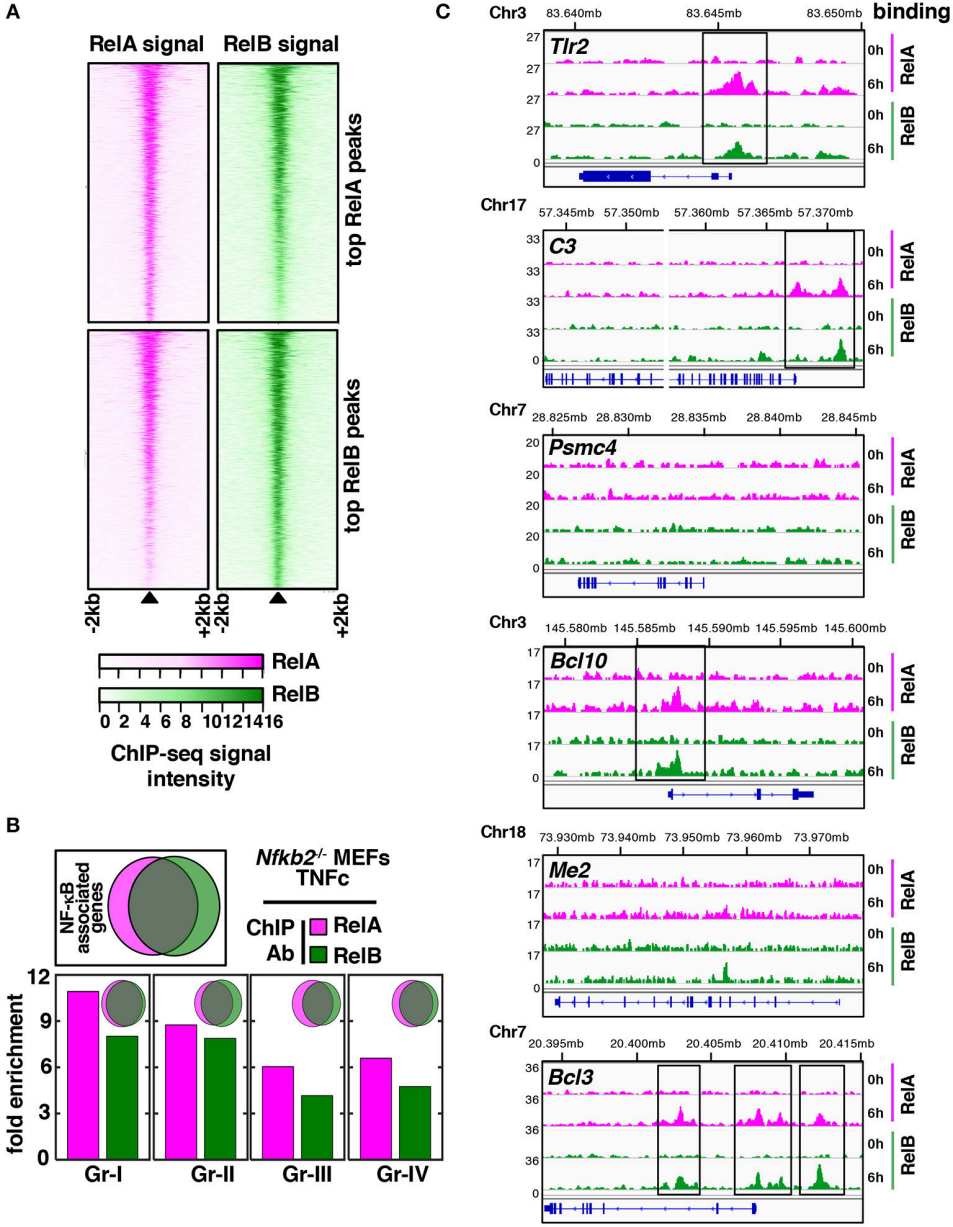
Overlapping genome-wide distributions of RelA and RelB in TNF-stimulated *Nfkb2*^−/−^ MEFs. **(A)** Using ChIP-seq analyses, we captured the genome-wide distribution of RelA and RelB in *Nfkb2*^−/−^ MEFs subjected to TNFc treatment for 6 h. A peak centered heatmap revealing RelA and RelB binding to chromatin locations surrounding top RelA or top RelB binding peaks. **(B)** Venn diagrams reveal overlap between RelA- (magenta) and RelB-associated (green) genes globally (top, left) or for the individual gene groups. Bar graphs reveal relative enrichment of RelA-associated and RelB-associated genes for various gene groups. **(C)** Representative browser tracks of RelA and RelB binding to genes belonging to various gene groups. The y-axis represents normalized reads per 10 million. Chromosomal locations of each gene in mm9 are shown above ChIP-seq tracks.

Taken together, our genome-scale analyses implied that RelB:p50 were capable of modifying the TNF-induced gene-expression program in MEFs. RelB:p50 activated by TNFc in *Nfkb2*^−/−^ cells induced a distinct set of genes, which were not induced by RelA:p50 in WT cells and encoded functions unrelated to immune processes. However, this distinct gene control was not attributed to specific chromatin binding by RelB:p50 heterodimers.

### p100 Determines Specificity and Dynamical Control of TNF-Mediated Gene Expressions

We further validated our microarray data for a select set of genes representing different gene-groups using quantitative real time-polymerase chain reaction (qRT-PCR) analyses. TNFc treatment for 6 h triggered the RelA-dependent expression of Gr-I gene *Tlr2* in WT, *Nfkb2*^−/−^ as well as *Relb*^−/−^*Nfkb2*^−/−^ MEFs and not in *Rela*^−/−^*Nfkb2*^−/−^ cells (Figure 6A). TNFc induced *Csf1* belonging to Gr-II, whose members were activated redundantly by RelA:p50 and RelB:p50 in our microarray studies, not only in WT and *Nfkb2*^−/−^ MEFs but also in *Relb*^−/−^*Nfkb2*^−/−^ and *Rela*^−/−^*Nfkb2*^−/−^ cells. As expected, RelB was both necessary and sufficient, and mediated the expression of Gr-III gene *Klf5* in *Nfkb2*^−/−^ and *Rela*^−/−^*Nfkb2*^−/−^ MEFs but not in WT and *Relb*^−/−^*Nfkb2*^−/−^ cells. Consistent to the proposed requirement of both RelA:p50 and RelB:p50 for the expression of Gr-IV genes, *Me2* and *Mras* was induced selectively in *Nfkb2*^−/−^ MEFs. NF-κB-deficient cells did not activate these genes in response to TNF. Therefore, our qRT-PCR analyses substantiated our genome-scale data highlighting distinct gene controls by RelA and RelB heterodimers.

**Figure 6:**
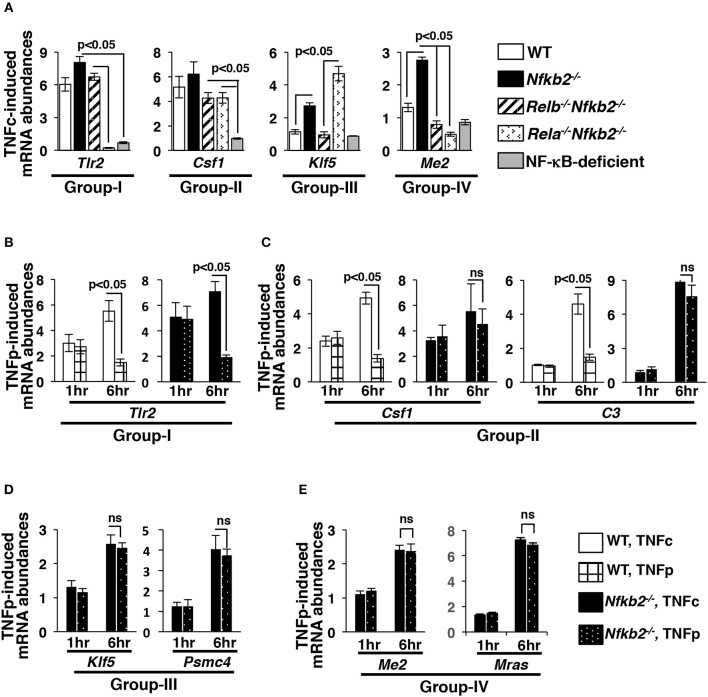
Brief TNF stimulation induces delayed, RelB-dependent gene expression in *Nfkb2*^−/−^ MEFs. **(A)** WT and knockout MEFs were subjected to TNFc treatment for 6 h, and the expressions of the indicated genes belonging to different gene-groups were measured by qRT-PCR. Bargraphs demonstrate the abundances of the corresponding mRNAs in stimulated cells relative to those measured in untreated cells. Data represent three biological replicates. **(B–E)** WT and *Nfkb2*^−/−^ MEFs were subjected to TNFc or briefly stimulated with TNF for 0.5 h (TNFp), and subsequently cells were harvested at the indicated time-points before being subjected to qRT-PCR analyses. Bargraphs demonstrate TNF-induced expressions of the indicated genes, representing various gene-groups, in relation to untreated cells. Data represent four independent experiments. Quantified data presented in this figure are means ± SEM.

Sustained expression of NF-κB-dependent genes require prolonged RelA:p50 nuclear activity, such as those produced in WT cells by TNFc (4, 8, 31, 32). On other hand, it has been found that transient RelA:p50 activity elicited by TNFp is inadequate for the continued expression of NF-κB-target genes. Because TNFp stimulated a prolonged nuclear activity of RelB:p50 in *Nfkb2*^−/−^ MEFs, we asked if TNFp triggered persistent expression of NF-κB-dependent genes in p100-deficient cells. Our time-course analyses demonstrated that TNFc induced progressive accumulation of mRNAs encoding Gr-I and Gr-II genes in WT as well as *Nfkb2*^−/−^ MEFs between 1 and 6 h post-treatment (Figures 6B,C). As expected, TNFp failed to sustain the expression of these RelA-important genes in WT cells. *Nfkb2*^−/−^ MEFs upheld the expression of Gr-II genes, which could be activated by either RelA or RelB factors, in response to TNFp at 6 h post-stimulation. Akin to TNFc, TNFp additionally stimulated delayed expressions of RelB-important genes, which included Gr-III as well as Gr-IV genes, in *Nfkb2*^−/−^ MEFs at 6 h post-stimulation (Figures 6D,E). These genes were not activated in WT MEFs even upon TNFc stimulation. Collectively, p100 enforced both dynamical control and the specificity of the TNF-induced gene-expression program. Brief TNF stimulation of p100-deficient cells triggered a prolonged RelB:p50 activity, which not only sustained the expression of a subset of RelA-important genes but also induced delayed expressions of metabolic and immune-differentiation related genes, which were not normally activated by RelA:p50 in WT MEFs.

### Repeated Pulses of TNF Strengthen Late-Acting RelB:p50 Response in *Nfkb2^−/−^* Cells

Within tissue microenvironment, macrophages secrete TNF in repeated bursts. Accordingly, effect of periodic TNF pulses on the nuclear NF-κB activity has been investigated *ex vivo*. When administered at short intervals, repeated TNF pulses produce a refractory state in WT cells leading to a diminishing RelA:p50 response (12, 33). Because p100 deficiency provoked an additional RelB:p50 response to brief TNF stimulation, we set out to examine mathematically as well as experimentally NF-κB activation in response to periodic TNF pulses in *Nfkb2*^−/−^ MEFs. Corroborating earlier studies, our computational simulations suggested that two consecutive TNF pulses separated by 1 h would lead to a weakened RelA:p50 response to the succeeding TNF pulse in both WT and *Nfkb2*-deficient systems (Figures 7A,B). Interestingly, our simulation studies also predicted that for a pulse separation of 1–4 h, a succeeding TNF pulse would augment the late RelB:p50 activity induced at 8 h by the preceding TNF pulse in the *Nfkb2*^−/−^deficient system. In our computational model, this heightened late RelB activity was accompanied by an increased abundance of *Relb* mRNA and protein (Figure S4A). Our experimental analyses substantiated that as compared to a single pulse, two or three consecutive TNF pulses augmented the late RelB activity as well as the abundance of *Relb* mRNA and protein in *Nfkb2*^−/−^ MEFs (Figure 7C; Figure S4B). Finally, double or triple TNF pulses enhanced the delayed expression of RelB-important genes in *Nfkb2*^−/−^ cells (Figure 7D). These studies identified an important role of p100 in the pulsatile TNF regime; although p100 did not participate in attenuating the RelA activity, it prevented escalating RelB:p50 response to periodic TNF pulses.

**Figure 7:**
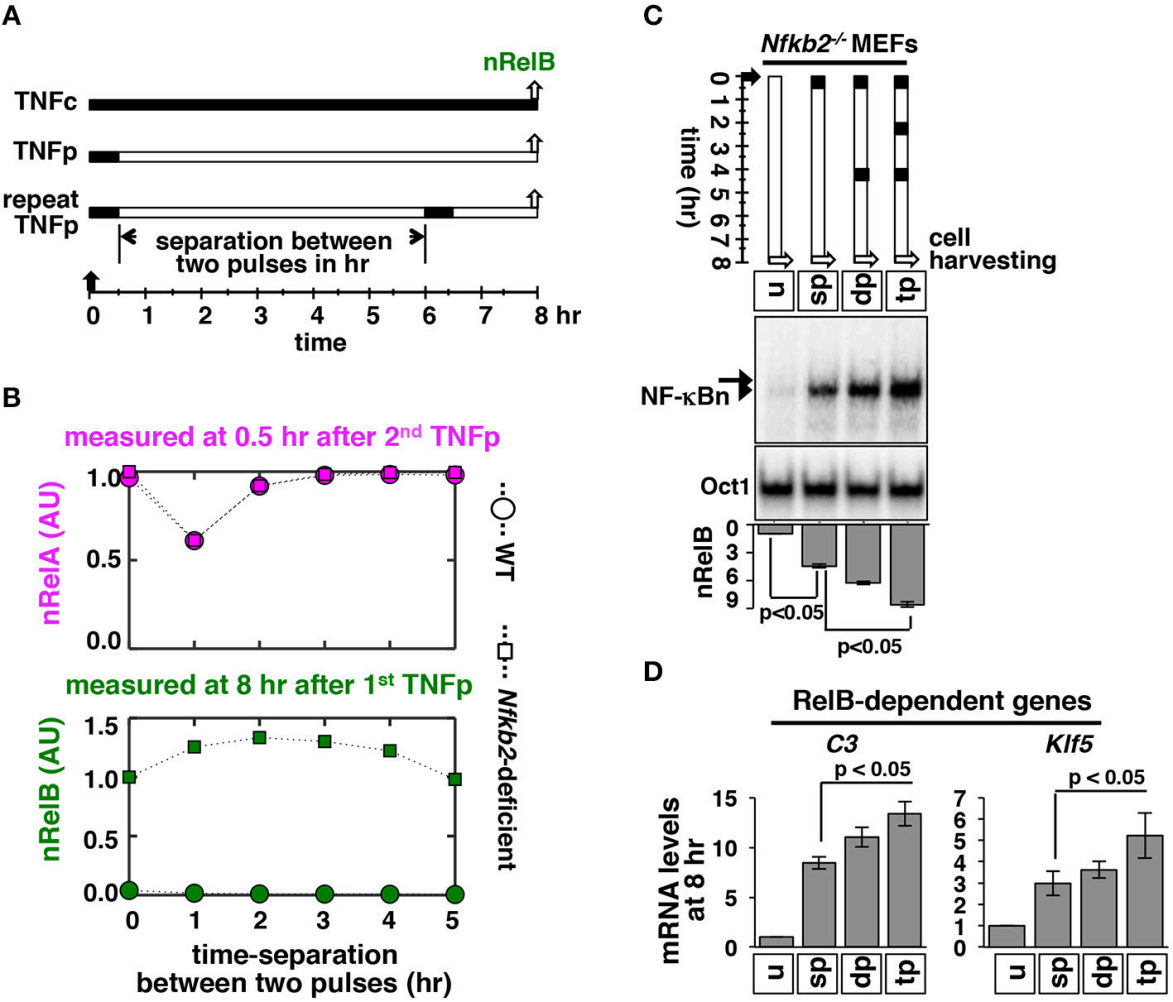
Repeated TNF pulses of *Nfkb2*^−/-^ cells strengthen late RelB:p50 signaling. **(A)** Schema describing repeated TNFp regime: the short-lived IKK2 input associated with the TNFp regime was fed into the model successively with varied separation time between two TNF pulses and corresponding NF-κBn was simulated. **(B)** Computational studies revealing the early nRelA activity induced 0.5 h after the second TNFp (top) and the late nRelB activity induced 8 h after the first TNFp (bottom) as a function of the separation time between two successive pulses in WT and *Nfkb2*-deficient systems. The early and late activities were normalized to those induced in response to a single pulse in the *Nfkb2*-deficient system. **(C)** *Nfkb2*^−/−^ MEFs were treated with either a single TNFp (single pulse, sp) or two successive TNFp separated by 4 h (double pulse, dp) or three pulses at 2 h intervals (triple pulse, tp). Cells were harvested 8 h after the first pulse and analyzed for NF-κBn by EMSA. *u* denotes untreated. Bottom: quantitative analysis of the nRelB activities; data represent three experimental replicates. **(D)** *Nfkb2*^−/−^ MEFs were subjected to the indicated treatments; cells were harvested 8 h after the first pulse and expressions of the indicated genes were measured by qRT-PCR. Bargraphs represent three biological replicates. Quantified data presented in this figure are means ± SEM of three biological replicates.

### Brief TNF Stimulation Triggers a Late-Acting, Pro-Survival NF-κB Response in p100-Deficient Myeloma Cells

The non-canonical NF-κB pathway often accumulates gain-of-function mutations in multiple myeloma and these genetic aberrations were shown to completely degrade p100 in myeloma cells (34). It has been also suggested that TNF, which has a very short serum half-life, promotes survival of myeloma cells within the tumor microenvironment. We have earlier demonstrated that KMS28PE human myeloma cell-line was devoid of p100 because of non-canonical pathway mutations (23). Furthermore, chronic TNF treatment of these p100-depleted myeloma cells induced RelA:p50 as well as RelB:p50 complexes, both of which activated the expression of pro-survival factors. We asked if p100 deficiency modified the NF-κB response of myeloma cells to short-lived cytokine signals, such as those generated by TNFp. To this end, we compared KMS28PE cells with control OciMy5 cells, which preserved p100 expressions, in our biochemical studies. Brief TNF treatment induced a transient RelA NF-κB activity in OciMy5 cells that lasted about an hour (Figures 8A,B). In KMS28PE cells, TNFp induced a similar transient RelA activity that was mostly attenuated at 8 h post-stimulation. These p100-depleted myeloma cells also possessed constitutive RelB activity. Indeed, TNFp further induced progressive nuclear accumulation of RelB in KMS28PE that produced a strong RelB NF-κB DNA binding activity at 8 h post-TNFp treatment. Finally, our gene-expression studies revealed that TNFp induced late-expressions of mRNAs encoding pro-survival factors Bcl2 and cFLIP in KMS28PE cells (Figure 8C); these gene activities temporally coincided with the robust late-acting RelB response observed in these cells. TNFp stimulation did not induce pro-survival gene expressions in OciMy 5 cells. Our studies suggested that short-lived cytokine signals triggered a late-acting, pro-survival NF-κB response in human malignancies in the absence of p100.

**Figure 8:**
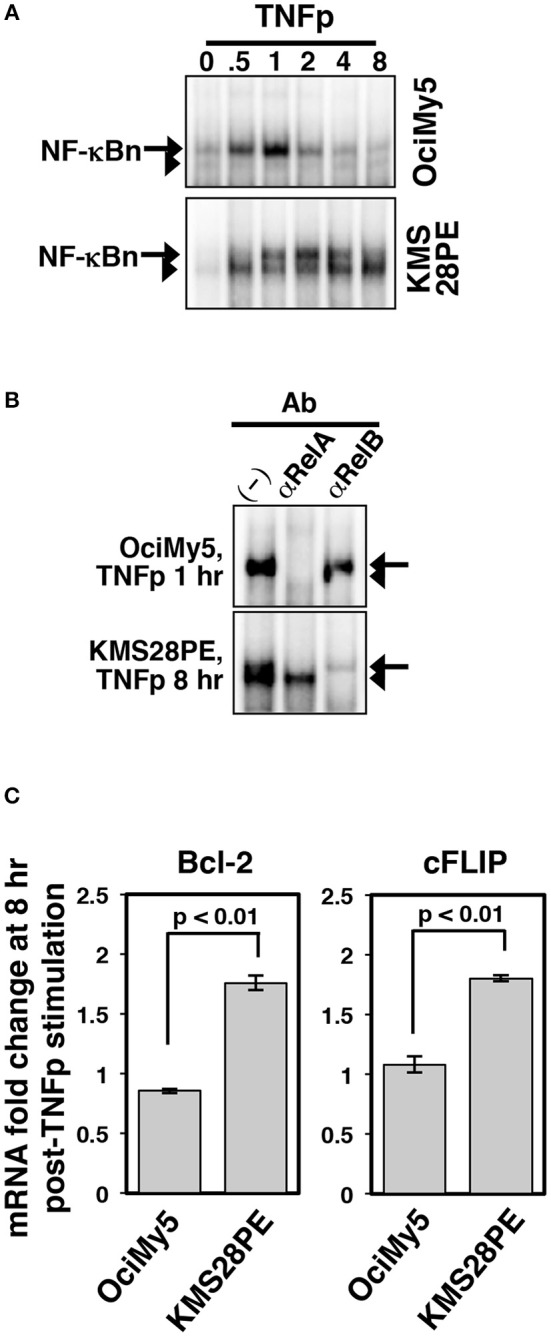
Altered dynamical NF-κB control in p100-deficient myeloma cells. **(A)** EMSA demonstrating NF-κBn activation upon brief TNF stimulation of the indicated human myeloma cell-lines. **(B)** The composition of the NF-κBn activities induced at 8 h post-TNFp stimulation in these myeloma cell-lines was determined by shift-ablation assay. **(C)** qRT-PCR revealing the expression of the indicated pro-survival genes in myeloma cells at 8 h post-TNFp treatment. The data represent means ± SEM of three biological replicates.

## Discussion

Our study suggested that by insulating RelB heterodimers from the canonical NF-κB pathway, p100 enforced dynamical and gene controls of TNF signaling (Figure 9). As such, TNF engages the canonical pathway for activating RelA:p50 heterodimers, which induce the expression of specific immune response genes (2). Brief and chronic TNF treatments induce transient and long-lasting RelA:p50 activities, respectively, and produce distinct transcriptional responses. It is thought that the IκBα-mediated negative feedback hardwired in the canonical module enables the NF-κB system to distinguish between time-varied TNF inputs. p100 is rather known for transducing non-canonical NF-κB signals, which mediate nuclear activation of RelB heterodimers during immune differentiation (15). We found that the absence of p100 provoked a prolonged, biphasic NF-κB response to brief TNF stimulation. However, this late-phase NF-κB activity was composed of RelB:p50, and not RelA:p50, heterodimers. In *Nfkb2*^−/−^ cells subjected to brief TNF stimulation, RelB:p50 sustained the expression of a subset of immune response genes and also activated additional RelB-important genes, which encoded immune differentiation and metabolic functions. In response to periodic TNF pulses, the NF-κB system produces a refractory state that exerts a detrimental effect on the signal-induced RelA response and prevents unchecked RelA:p50 activity. In contrast to its inhibitory effect on the signal-induced RelA response, repeated TNF pulses strengthened the late-phase RelB:p50 activity in p100-deficient cells and augmented the expression of RelB-important genes.

**Figure 9:**
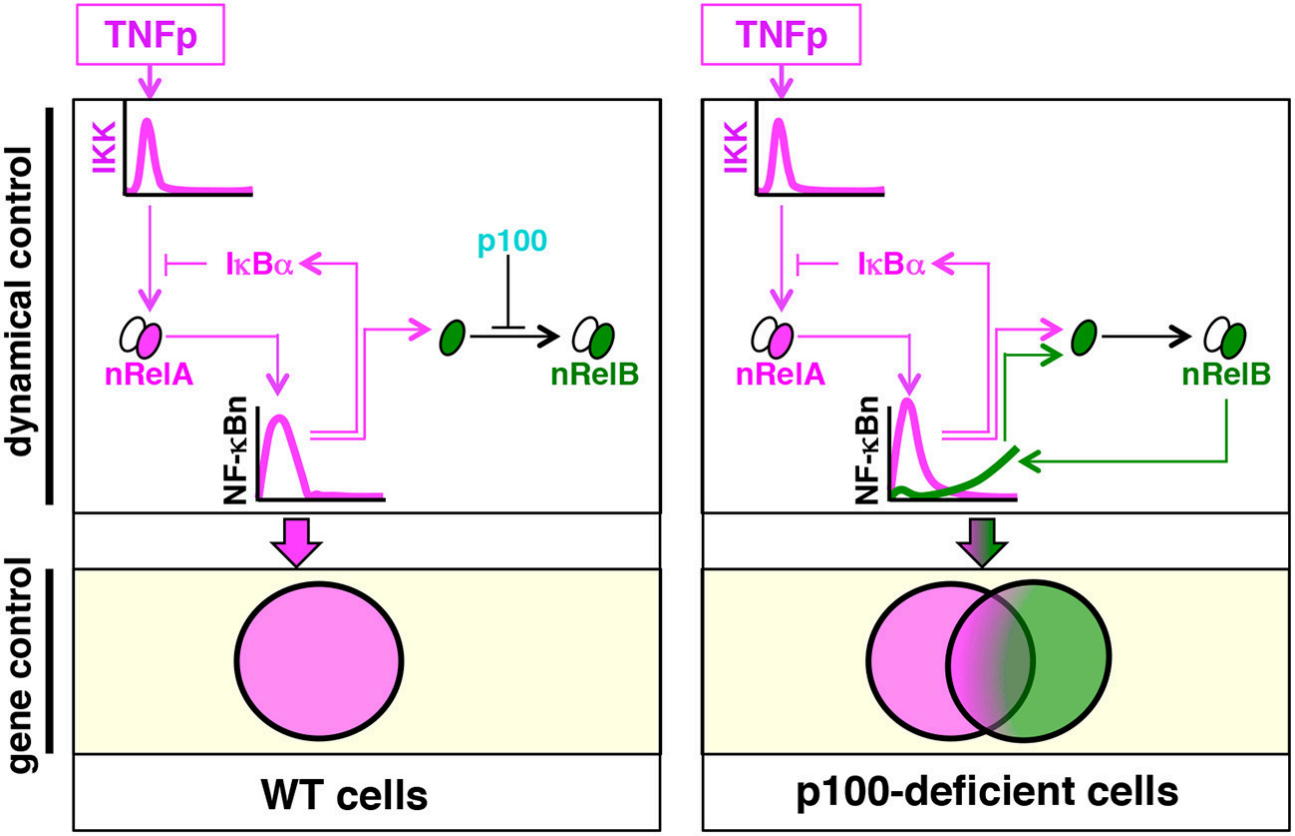
The proposed model explaining the role of p100 in the dynamical control and the gene expression of specificity of TNF-induced NF-κB signaling. Brief TNF stimulation elicits transient NF-κB activity composed of RelA:p50 heterodimers, which mediate the expression of immune response genes. An absence of p100 triggers a late RelB:p50 NF-κB activity in response to TNF that induces also the expressions of genes involved in metabolic and cellular differentiation processes.

TNF and other canonical pathway inducers do not cause degradation of p100, which is proteolyzed during non-canonical signaling. However, the TNF-activated canonical pathway induces the expression of *Nfkb2* mRNA, and the non-canonical signal transducer p100 interacts with RelA (19, 21). Indeed, a plausible role of p100 in TNF signaling was investigated earlier (20). Shih et al. (20) observed that p100 functions rather redundantly with IκBα in mediating post-induction attenuation of the RelA:p50 activity induced by chronic TNF treatment. Their study instead identified an important role of the p100-mediated negative feedback in regulating LPS-induced canonical RelA activity (20). In the absence of p100, however, a subpopulation of RelB is sequestered in the cytoplasm by IκBα, while the remainder translocates into the nucleus and produces a minor RelB:p50 NF-κB activity (17, 22, 23). It was shown that chronic TNF treatment, which degrades IκBα, strengthens this constitute RelB:p50 activity present in *Nfkb2*^−/−^ MEFs (16, 20, 23). The RelB:p50 activity induced in p100-deficient cells by TNFc paralleled the signal-induced RelA:p50 activity; it consisted of an early 0.5 h peak followed by an attenuated activity at 1 h and a late-acting response prevailing between 3 and 8 h (23). Our brief TNF stimulation regime instead generated contrasting temporal profiles of these two NF-κB heterodimers in *Nfkb2*^−/−^ cells; it induced a transient RelA:p50 activity but a prolonged RelB:p50 response (Figure 9). Our mechanistic studies suggested that NF-κB-driven RelB synthesis augmented the constitutive RelB:p50 activity present in *Nfkb2*^−/−^ MEFs in response to TNFp stimulation. In the absence of sequestration by p100, newly-synthesized RelB produced by TNFp translocated into the nucleus as RelB:p50 heterodimers, which generated enduring NF-κB response to short-lived TNF signal in *Nfkb2*^−/−^ MEFs.

Despite the established role of RelB in immune organogenesis, gene regulation by RelB heterodimers remain poorly understood. *In vitro* DNA interaction studies and ChIP-seq analyses showed that RelB and RelA heterodimers in fact bind to largely similar κB sequences (24–26). More so, genome-scale investigation indicated significant overlap between RelA and RelB with respect to the gene-expression specificity (22, 23, 25, 26). Our own global analyses involving *Nfkb2*^−/−^ MEFs revealed both overlapping and distinct gene functions of RelA:p50 and RelB:p50. We identified a subset of TNF-activated genes, whose expressions were induced redundantly by these two heterodimers. Indeed, expressions of these NF-κB-dependent genes were sustained by RelB:p50 in TNFp-stimulated *Nfkb2*^−/−^ MEFs. In addition, we characterized a distinct set of RelB-important genes, which were not normally activated by TNF and required RelB:p50 for their expressions. Surprisingly, our ChIP-seq analyses demonstrated equivalent binding of RelA and RelB heterodimers to the chromatin loci associated with RelB-important genes or genes that were activated redundantly by RelA or RelB. Our study, which involved the well-orchestrated MEF-based cell system subjected to a uniform cell-stimulation regime, indicated that DNA-protein interactions played a rather insignificant role in determining the gene-expression specificity of NF-κB heterodimers. In line with an earlier proposal (35), we speculate that the gene-expression specificity is largely contingent upon the interaction of NF-κB heterodimers with other transcription factors. Because certain RelB-important genes did not show NF-κB binding at their promoters, we do not rule out possible engagement of the RelB-driven transcriptional feedforward loop in mediating the expression of a subset of RelB-important genes (36). Future studies ought to elaborate the regulatory mechanism driving expressions of these RelB-important genes in immune cells.

In addition to modulating immune response, the pleiotropic cytokine TNF also contributes to immune differentiation, for example osteoclastogenesis (37). Interestingly, genetic studies often implicated non-canonical signal transducers RelB and p100 in TNF-dependent biological processes, including osteoclastogenesis (38–41). More so, it was reported that the abundance of p100 is subject to cell-type specific regulations with immature dendritic cells possessing only a minor amount (22). We propose that varied cellular abundance of p100 may provide for a mechanism of tuning TNF responses involving RelB:p50 in diverse physiological settings. Moreover, *Nfkb2* was shown to be frequently mutated in cancers and aberrant TNF signaling has been implicated in neoplastic diseases (42, 43). In particular, we have previously demonstrated that non-canonical pathway mutations completely degrade p100 in a subset of myeloma cell-lines. Our current study indicated that p100 depletion might enable RelB-dependent, late-acting expressions of pro-survival genes in myeloma cells subjected to brief TNF stimulation. Interestingly, a synthesis-dependent IRF4 activity was shown to protect myeloma cells in human patients (44). Furthermore, recent studies suggested that altered metabolism exacerbates malignant growth in human cancers (43). In this context, it will be important to determine if the synthesis-driven RelB activity, which was augmented upon periodic TNF pulses, caused abnormal metabolism in human malignancies with dysfunctional p100. In other words, our mechanistic studies, which involved MEF-based model cell culture system, should be further extended to analyze immune cells and disease-associated cells for unraveling physiological and patho-physiological significance of p100-mediated control of TNF signaling. Interestingly, previous single-cell studies demonstrated that asynchronous, oscillatory RelA activities shape the late NF-κB response to TNF in WT cells (7, 12, 13). This oscillatory control was later implicated in NF-κB-driven gene expressions. Our bulk measurement based experimental analyses involving p100-deficient cells likely masked plausible cell-to-cell variations of the late-acting RelB:p50 response to TNFp. We argue that our study will further motivate single-cell analyses addressing the role of p100 in producing cellular heterogeneity at the level of NF-κB responses.

In sum, we show that brief TNF stimulation produces a long lasting RelB:p50 NF-κB activity in the absence of p100 that not only sustains the expression of a subset of RelA target, immune-response genes, but also activates genes with biological functions separable from immune responses. Stimulus-specific cellular responses are often achieved through distinct dynamical control of shared signaling kinases and transcription factors. For example, neuronal growth factor (NGF) induces the sustained activity of extracellular signal-regulated kinase (Erk) for promoting cell differentiation. In contrast, transient Erk activation by epidermal growth factor (EGF) causes cell proliferation (45, 46). Genome-wide knockdown studies indicated that a vast regulatory network, and not a handful of components belonging to specific pathways, controls the amplitude of the activity of these signaling molecules (47). The NF-κB system is comprised of interlinked canonical and non-canonical modules and controls the activity of multiple transcription factors, which have overlapping as well as distinct gene functions. Our study offered evidence that an interconnected NF-κB system, and not the individual NF-κB modules, directs dynamical activity of the specific NF-κB transcription factors in response to extracellular stimuli, and that the abundance of the immune-differentiation regulator p100 may inform cell-type specific biological responses to pro-inflammatory cytokines.

## Materials and Methods

### Mice, Cells, and Plasmids

WT and gene-deficient C57BL/6 mice were used in accordance with the guidelines of the Institutional Animal Ethics Committee of the National Institute of Immunology (approval no. #258/11). MEFs generated from E13.5 embryos were used subsequent to immortalization by the 3T3 protocol. Some key data have been also reproduced using primary MEFs. *Rela*^−/−^*Rel*^−/−^*Relb*^−/−^ 3T3 MEFs, which lacked the expression RelA, cRel, and RelB, were utilized as NF-κB-deficient cells. *Relb*^−/−^*Nfkb2*^−/−^ MEFs expressing transgenic RelB from retroviral constructs were reported earlier (23). Human-derived myeloma cell-lines OciMy5, KMS28PE, and JK6L used in this study were a kind gift from Dr. Michael Kuehl, NCI.

### Biochemical Analyses

In the TNFp regime, cells were treated briefly for 30 min with 1 ng/ml of TNF (Roche, Switzerland). Subsequently, TNF-supplemented media was substituted with TNF-free media, and cells were harvested at the indicated times after the commencement of the TNF treatment. In certain instances, cells were subjected to repeated pulses of TNF at the specified time intervals. Alternately, cells were treated chronically with 1 ng/ml of TNF (TNFc) or stimulated with 10 ng/ml IL-1β (Biosource, USA). As described (48), nuclear and whole cell extracts were analyzed by EMSA and Western blotting, respectively. The gel images were acquired using PhosphorImager (GE Amersham, UK) and quantified in ImageQuant 5.2.

### Gene Expression Analyses

Total RNA was isolated from cells, stimulated either briefly or chronically with 10 ng/ml of TNF, using RNeasy kit (Qiagen, Germany). qRT-PCR was performed as described earlier (23); see Table S1 for the description of primers. A detailed description of microarray mRNA analyses is available in the Supplementary Materials. The partition around medoid-based clustering analysis (49) was implemented in the Cluster package in R; the heatmap and violin plots were generated in MATLAB. For determining the significance of gene-expression differences between various genotypes within a given gene-group, we conducted multiple hypotheses testing and computed the effect sizes (Supplementary Materials). See Table S2 for a description of genes belonging to different gene-groups. The enrichment of the Gene Ontology terms was determined by Fisher's exact test using the “weight algorithm” available in topGO (50) and the entire Illumina MouseRef-8 v2.0 gene-array was used as the background. As described (51), ChIP experiments were performed using MEFs treated chronically with 10 ng/ml TNF (also see Supplementary Materials). Anti-RelA (sc-372) and anti-RelB antibodies (sc-226) were from Santa Cruz Biotechnology. Fold enrichment of RelA- or RelB-associated genes for a given gene group was computed against a list of randomly chosen 1,000 genes as control. We used Integrated Genome Viewer (IGV) to generate the browser tracks of individual genes.

### Computational Modeling

We utilized a previously published mass action kinetics-based NF-κB mathematical model (23) subsequent to necessary refinements (Supplementary Materials). These refinements improved the performance of the model with respect to the *Nfkbia*-deficient system, but preserved the model behavior observed earlier in WT and *Nfkb2*-deficient systems (23). The model was stimulated using Ode15s in MATLAB (2014b, Mathworks, USA). The abundances of various molecular species during early signaling was determined as the area under the respective timecourse curves between 0 and 2 h, and those during late signaling was estimated between 6 and 8 h. Variance-based, multiparametric sensitivity analysis has been described (29). Using iterative Monte Carlo sampling (1,000 simulations), we simultaneously explored a predetermined range (±10%) of parameter space around the initial values for the indicated parameter groups. The parameters belonging to a specific group were altered by the same factor for a given simulation.

See the Supplementary Materials and additional references (52–55) for the details of computational analyses on pathway modelling and microarray gene expression data.

### Statistical Analysis

Error bars were shown as S.E.M. of 3–6 experimental replicates. Quantified data are means ± SEM, and two-tailed Student's *t*-test was used for verifying statistical significance unless otherwise mentioned. Statistical tests associated with global gene-expression analyses have been detailed in the Supplementary Materials.

## Ethics Statement

WT and gene-deficient C57BL/6 mice were used in accordance with the animal usage guideline and recommendations of the Institutional Animal Ethics Committee of the National Institute of Immunology. The protocol was approved by the Institutional Animal Ethics Committee and the approval no is approval no. #258/11.

## Author Contributions

BC carried out *in silico* studies under the supervision of SB and JG. PR conducted cell-based analyses with the help from US, YR, and MC and the guidance from SB and RS. ChIP-seq experiments were performed by MZ and AS and analyzed by SD and BC with the guidance from RS and SB. BC and PR wrote the manuscript with SB.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] KallioliasGDIvashkivLB. TNF biology, pathogenic mechanisms and emerging therapeutic strategies. Nat Rev Rheumatol. (2016) 12:49–62. 10.1038/nrrheum.2015.16926656660PMC4809675

[2] MitchellSVargasJHoffmannA. Signaling via the NFkappaB system. Wiley Interdiscip Rev Syst Biol Med. (2016) 8:227–41. 10.1002/wsbm.133126990581PMC8363188

[3] BeutlerBAMilsarkIWCeramiA. Cachectin/tumor necrosis factor: production, distribution, and metabolic fate *in vivo*. J Immunol. (1985) 135:3972–7. 2999236

[4] HoffmannALevchenkoAScottMLBaltimoreD. The IkappaB-NF-kappaB signaling module: temporal control and selective gene activation. Science. (2002) 298:1241–5. 10.1126/science.107191412424381

[5] CheongRBergmannAWernerSLRegalJHoffmannALevchenkoA. Transient IkappaB kinase activity mediates temporal NF-kappaB dynamics in response to a wide range of tumor necrosis factor-alpha doses. J Biol Chem. (2006) 281:2945–50. 10.1074/jbc.M51008520016321974

[6] WernerSLKearnsJDZadorozhnayaVLynchCO'deaEBoldinMP. Encoding NF-kappaB temporal control in response to TNF: distinct roles for the negative regulators IkappaBalpha and A20. Genes Dev. (2008) 22:2093–101. 10.1101/gad.168070818676814PMC2492747

[7] NelsonDEIhekwabaAEElliottMJohnsonJRGibneyCAForemanBE. Oscillations in NF-kappaB signaling control the dynamics of gene expression. Science. (2004) 306:704–8. 10.1126/science.109996215499023

[8] TianBNowakDEBrasierAR. A TNF-induced gene expression program under oscillatory NF-kappaB control. BMC Genomics. (2005) 6:137. 10.1186/1471-2164-6-13716191192PMC1262712

[9] ScottMLFujitaTLiouHCNolanGPBaltimoreD. The p65 subunit of NF-kappa B regulates I kappa B by two distinct mechanisms. Genes Dev. (1993) 7:1266–76. 10.1101/gad.7.7a.12668319912

[10] LeeEGBooneDLChaiSLibbySLChienMLodolceJP. Failure to regulate TNF-induced NF-kappaB and cell death responses in A20-deficient mice. Science. (2000) 289:2350–4. 10.1126/science.289.5488.235011009421PMC3582399

[11] KearnsJDBasakSWernerSLHuangCSHoffmannA. IkappaBepsilon provides negative feedback to control NF-kappaB oscillations, signaling dynamics, and inflammatory gene expression. J Cell Biol. (2006) 173:659–64. 10.1083/jcb.20051015516735576PMC2063883

[12] AshallLHortonCANelsonDEPaszekPHarperCVSillitoeK. Pulsatile stimulation determines timing and specificity of NF-kappaB-dependent transcription. Science. (2009) 324:242–6. 10.1126/science.116486019359585PMC2785900

[13] PaszekPRyanSAshallLSillitoeKHarperCVSpillerDG. Population robustness arising from cellular heterogeneity. Proc Natl Acad Sci USA. (2010) 107:11644–9. 10.1073/pnas.091379810720534546PMC2895068

[14] HoffmannA. Immune response signaling: combinatorial and dynamic control. Trends Immunol. (2016) 37:570–2. 10.1016/j.it.2016.07.00327461000PMC5003693

[15] SunSC. The noncanonical NF-kappaB pathway. Immunol Rev. (2012) 246:125–40. 10.1111/j.1600-065X.2011.01088.x22435551PMC3313452

[16] DerudderEDejardinEPritchardLLGreenDRKornerMBaudV. RelB/p50 dimers are differentially regulated by tumor necrosis factor-alpha and lymphotoxin-beta receptor activation: critical roles for p100. J Biol Chem. (2003) 278:23278–84. 10.1074/jbc.M30010620012709443

[17] BasakSShihVFHoffmannA. Generation and activation of multiple dimeric transcription factors within the NF-kappaB signaling system. Mol Cell Biol. (2008) 28:3139–50. 10.1128/MCB.01469-0718299388PMC2423155

[18] LoJCBasakSJamesESQuiamboRSKinsellaMCAlegreML. Coordination between NF-kappaB family members p50 and p52 is essential for mediating LTbetaR signals in the development and organization of secondary lymphoid tissues. Blood. (2006) 107:1048–55. 10.1182/blood-2005-06-245216195333PMC1895903

[19] BasakSKimHKearnsJDTergaonkarVO'deaEWernerSL. A fourth IkappaB protein within the NF-kappaB signaling module. Cell. (2007) 128:369–81. 10.1016/j.cell.2006.12.03317254973PMC1831796

[20] ShihVFKearnsJDBasakSSavinovaOVGhoshGHoffmannA. Kinetic control of negative feedback regulators of NF-kappaB/RelA determines their pathogen- and cytokine-receptor signaling specificity. Proc Natl Acad Sci USA. (2009) 106:9619–24. 10.1073/pnas.081236710619487661PMC2701028

[21] TaoZFuscoAHuangDBGuptaKYoung KimDWareCF. p100/IkappaBdelta sequesters and inhibits NF-kappaB through kappaBsome formation. Proc Natl Acad Sci USA. (2014) 111:15946–51. 10.1073/pnas.140855211125349408PMC4234596

[22] ShihVFDavis-TurakJMacalMHuangJQPonomarenkoJKearnsJD. Control of RelB during dendritic cell activation integrates canonical and noncanonical NF-kappaB pathways. Nat Immunol. (2012) 13:1162–70. 10.1038/ni.244623086447PMC3634611

[23] RoyPMukherjeeTChatterjeeBVijayaragavanBBanothBBasakS. Non-canonical NFkappaB mutations reinforce pro-survival TNF response in multiple myeloma through an autoregulatory RelB:p50 NFkappaB pathway. Oncogene. (2017) 36:1417–29. 10.1038/onc.2016.30927641334PMC5346295

[24] SiggersTChangABTeixeiraAWongDWilliamsKJAhmedB. Principles of dimer-specific gene regulation revealed by a comprehensive characterization of NF-kappaB family DNA binding. Nat Immunol. (2011) 13:95–102. 10.1038/ni.215122101729PMC3242931

[25] ZhaoBBarreraLAErsingIWilloxBSchmidtSCGreenfeldH. The NF-kappaB genomic landscape in lymphoblastoid B cells. Cell Rep. (2014) 8:1595–606. 10.1016/j.celrep.2014.07.03725159142PMC4163118

[26] De OliveiraKAKaergelEHeinigMFontaineJFPatoneGMuroEM. A roadmap of constitutive NF-kappaB activity in Hodgkin lymphoma: Dominant roles of p50 and p52 revealed by genome-wide analyses. Genome Med. (2016) 8:28. 10.1186/s13073-016-0280-526988706PMC4794921

[27] BasakSBeharMHoffmannA. Lessons from mathematically modeling the NF-kappaB pathway. Immunol Rev. (2012) 246:221–38. 10.1111/j.1600-065X.2011.01092.x22435558PMC3343698

[28] Le NovereN. Quantitative and logic modelling of molecular and gene networks. Nat Rev Genet. (2015) 16:146–58. 10.1038/nrg388525645874PMC4604653

[29] ChatterjeeBBanothBMukherjeeTTayeNVijayaragavanBChattopadhyayS. Late-phase synthesis of IkappaBalpha insulates the TLR4-activated canonical NF-kappaB pathway from noncanonical NF-kappaB signaling in macrophages. Sci Signal. (2016) 9:ra120. 10.1126/scisignal.aaf112927923915PMC5260935

[30] LiQBrownJBHuangHBickelPJ Measuring reproducibility of high-throughput experiments. Ann Appl Stat. (2011) 5:1752–79. 10.1214/11-AOAS466

[31] CovertMWLeungTHGastonJEBaltimoreD. Achieving stability of lipopolysaccharide-induced NF-kappaB activation. Science. (2005) 309:1854–7. 10.1126/science.111230416166516

[32] WernerSLBarkenDHoffmannA. Stimulus specificity of gene expression programs determined by temporal control of IKK activity. Science. (2005) 309:1857–61. 10.1126/science.111331916166517

[33] AdamsonABoddingtonCDowntonPRoweWBagnallJLamC. Signal transduction controls heterogeneous NF-kappaB dynamics and target gene expression through cytokine-specific refractory states. Nat Commun. (2016) 7:12057. 10.1038/ncomms1205727381163PMC4935804

[34] RoyPSarkarUABasakS. The NF-kappaB activating pathways in multiple myeloma. Biomedicines. (2018) 6:59. 10.3390/biomedicines602005929772694PMC6027071

[35] SmaleST. Dimer-specific regulatory mechanisms within the NF-kappaB family of transcription factors. Immunol Rev. (2012) 246:193–204. 10.1111/j.1600-065X.2011.01091.x22435556

[36] ZhaoMJoyJZhouWDeSWoodWHIIIBeckerKG. Transcriptional outcomes and kinetic patterning of gene expression in response to NF-kappaB activation. PLoS Biol. (2018) 16:e2006347. 10.1371/journal.pbio.200634730199532PMC6147668

[37] SedgerLMMcdermottMF. TNF and TNF-receptors: From mediators of cell death and inflammation to therapeutic giants - past, present and future. Cytokine Growth Factor Rev. (2014) 25:453–72. 10.1016/j.cytogfr.2014.07.01625169849

[38] VairaSJohnsonTHirbeACAlhawagriMAnwisyeISammutB. RelB is the NF-kappaB subunit downstream of NIK responsible for osteoclast differentiation. Proc Natl Acad Sci USA. (2008) 105:3897–902. 10.1073/pnas.070857610518322009PMC2268780

[39] TanakaSNakanoH. NF-kappaB2 (p100) limits TNF-alpha-induced osteoclastogenesis. J Clin Invest. (2009) 119:2879–81. 10.1172/JCI4062919770519PMC2752088

[40] YaoZXingLBoyceBF. NF-kappaB p100 limits TNF-induced bone resorption in mice by a TRAF3-dependent mechanism. J Clin Invest. (2009) 119:3024–34. 10.1172/JCI3871619770515PMC2752069

[41] ZhaoZHouXYinXLiYDuanRBoyceBF. TNF Induction of NF-kappaB RelB enhances RANKL-induced osteoclastogenesis by promoting inflammatory macrophage differentiation but also limits it through suppression of NFATc1 expression. PLoS ONE. (2015) 10:e0135728. 10.1371/journal.pone.013572826287732PMC4545392

[42] CourtoisGGilmoreTD. Mutations in the NF-kappaB signaling pathway: implications for human disease. Oncogene. (2006) 25:6831–43. 10.1038/sj.onc.120993917072331

[43] DangCV. Links between metabolism and cancer. Genes Dev. (2012) 26:877–90. 10.1101/gad.189365.11222549953PMC3347786

[44] ShafferALEmreNCLamyLNgoVNWrightGXiaoW. IRF4 addiction in multiple myeloma. Nature. (2008) 454:226–31. 10.1038/nature0706418568025PMC2542904

[45] MarshallCJ. Specificity of receptor tyrosine kinase signaling: transient versus sustained extracellular signal-regulated kinase activation. Cell. (1995) 80:179–85. 10.1016/0092-8674(95)90401-87834738

[46] SantosSDVerveerPJBastiaensPI. Growth factor-induced MAPK network topology shapes Erk response determining PC-12 cell fate. Nat Cell Biol. (2007) 9:324–30. 10.1038/ncb154317310240

[47] FriedmanAPerrimonN. Genetic screening for signal transduction in the era of network biology. Cell. (2007) 128:225–31. 10.1016/j.cell.2007.01.00717254958

[48] BanothBChatterjeeBVijayaragavanBPrasadMVRoyPBasakS. Stimulus-selective crosstalk via the NF-kappaB signaling system reinforces innate immune response to alleviate gut infection. Elife. (2015) 4:e05648. 10.7554/eLife.0564825905673PMC4432492

[49] ReynoldsAPRichardsGDe La IglesiaBRayward-SmithVJ Clustering rules: a comparison of partitioning and hierarchical clustering algorithms. J Math Model Alg. (2006) 5:475–504. 10.1007/s10852-005-9022-1

[50] AlexaARahnenfuhrerJLengauerT. Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. Bioinformatics. (2006) 22:1600–7. 10.1093/bioinformatics/btl14016606683

[51] HeinzSRomanoskiCEBennerCAllisonKAKaikkonenMUOrozcoLD. Effect of natural genetic variation on enhancer selection and function. Nature. (2013) 503:487–92. 10.1038/nature1261524121437PMC3994126

[52] AuthierHBillotKDerudderEBordereauxDRivierePRodrigues-FerreiraS. IKK phosphorylates RelB to modulate its promoter specificity and promote fibroblast migration downstream of TNF receptors. Proc Natl Acad Sci USA. (2014) 111:14794–9. 10.1073/pnas.141012411125267645PMC4205659

[53] MaitraRMelnykovV Assessing Significance in Finite Mixture Models. Technical Report, Department of Satistics, Iowa State University (2010).

[54] MukherjeeTChatterjeeBDharABaisSSChawlaMRoyP. A TNF-p100 pathway subverts noncanonical NF-kappaB signaling in inflamed secondary lymphoid organs. EMBO J. (2017) 36:3501–16. 10.15252/embj.20179691929061763PMC5709727

[55] SawilowskySS New effect size rules of thumb. J Modern Appl Stat Methods. (2009) 8:597–99. 10.22237/jmasm/1257035100

# Supplementary material for: Immune Differentiation Regulator p100 Tunes NF-κB Responses to TNF
**Source:** Front Immunol. 2019 May 7;10:997. doi: 10.3389/fimmu.2019.00997
**Supplement:** Supplementary file 1

***Supplementary Material***

**List of supplementary figures and tables**

Fig. S1. In silico studies of the NF-κB system Fig. S2. Analyzing TNF-induced NF-κB signaling in mutant cells Fig. S3. Investigating the mechanism underlying late-acting RelB:p50 response to TNFp in the absence of p100 Fig. S4. Investigating *Nfkb2*-deficient system in the repeated TNF pulse regime

Detailed description of global scale gene expression analyses Microarray mRNA analyses ChIP-Seq analyses

Fig. S5. Analyzing microarray data for determining the significance of gene-expression differences between various genotypes

Table S1. List of the primers used in our quantitative real-time PCR Table S2. A description of genes belonging to various gene-clusters and gene-groups presented in Figure 4.

Description of the mathematical model and related parameterization Fig. S6. Performance of the revised model *v2.0* in the TNFc regime Table S3. A list of biochemical constrains considered during model fitting. Table S4. A list of rate parameters subjected to modification. Fig. S7. Estimating the boundaries for the revised model Fig. S8. Performance of the Systems Model *v*2.1 in the TNFc regime Fig. S9. Comparing the performance of the NF-κB systems Model *v*2.1 with the previously published simulation data obtained using *v*2.0 Fig. S10. Examining the robustness of the conclusion with respect to the newly fitted parameter values Table S5. List of model parameters catalogued in 48 distinct groups

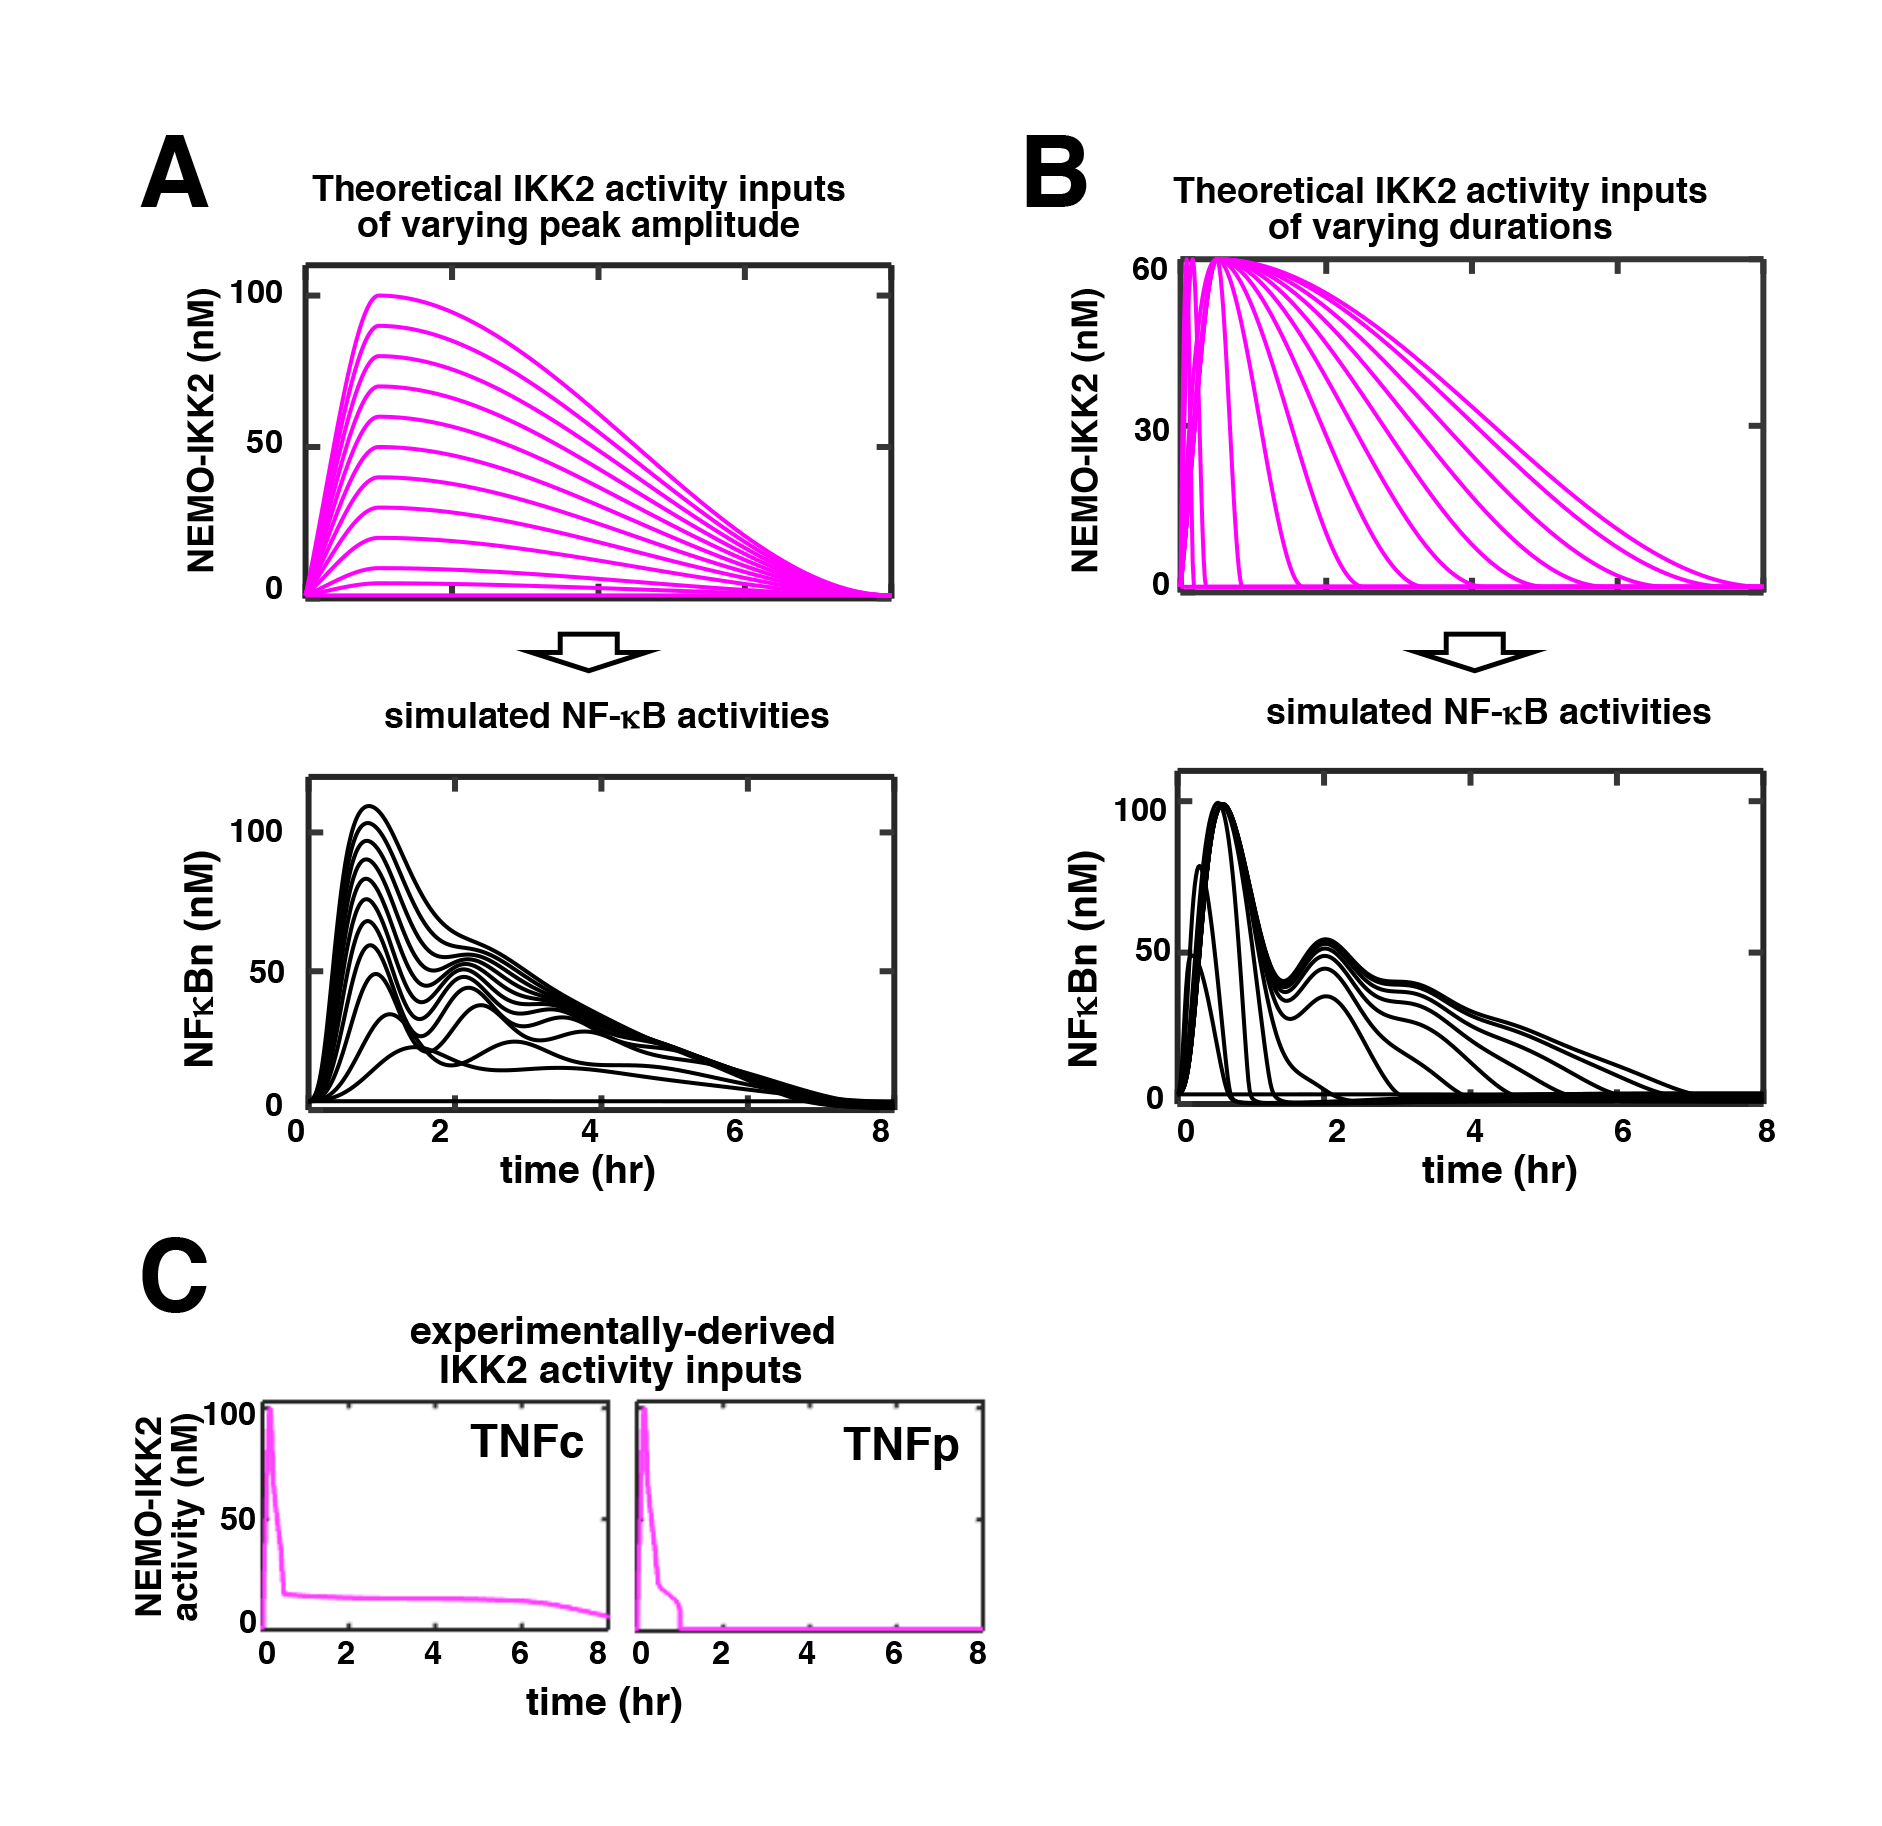

**Figure S1. In silico studies of the NF-κB system.** (**A**) A library of twelve theoretical IKK2 activity profiles with an invariant signal duration of 8 hr and peak amplitude uniformly varying from 10 nM to 100 nM was used as model inputs (top) for simulating NF-κBn responses in a time course (bottom). These IKK2 activity profiles had identical 1 hr onset time. (**B**) Thirteen IKK2 activity profiles with an identical 60 nM peak amplitude but total duration varying from 10 min to 480 min were similarly used in our simulation studies. We additionally used two IKK2 profiles with 60 nM peak amplitude, 5 min onset time and a total 10 min of duration or 60 nM peak amplitude, 10 min onset time and 20 min of duration as inputs. (**C**) Plots showing interpolated IKK2 activity curves generated using experimental data obtained from MEFs subjected to TNFc or TNFp stimulations (32).

**
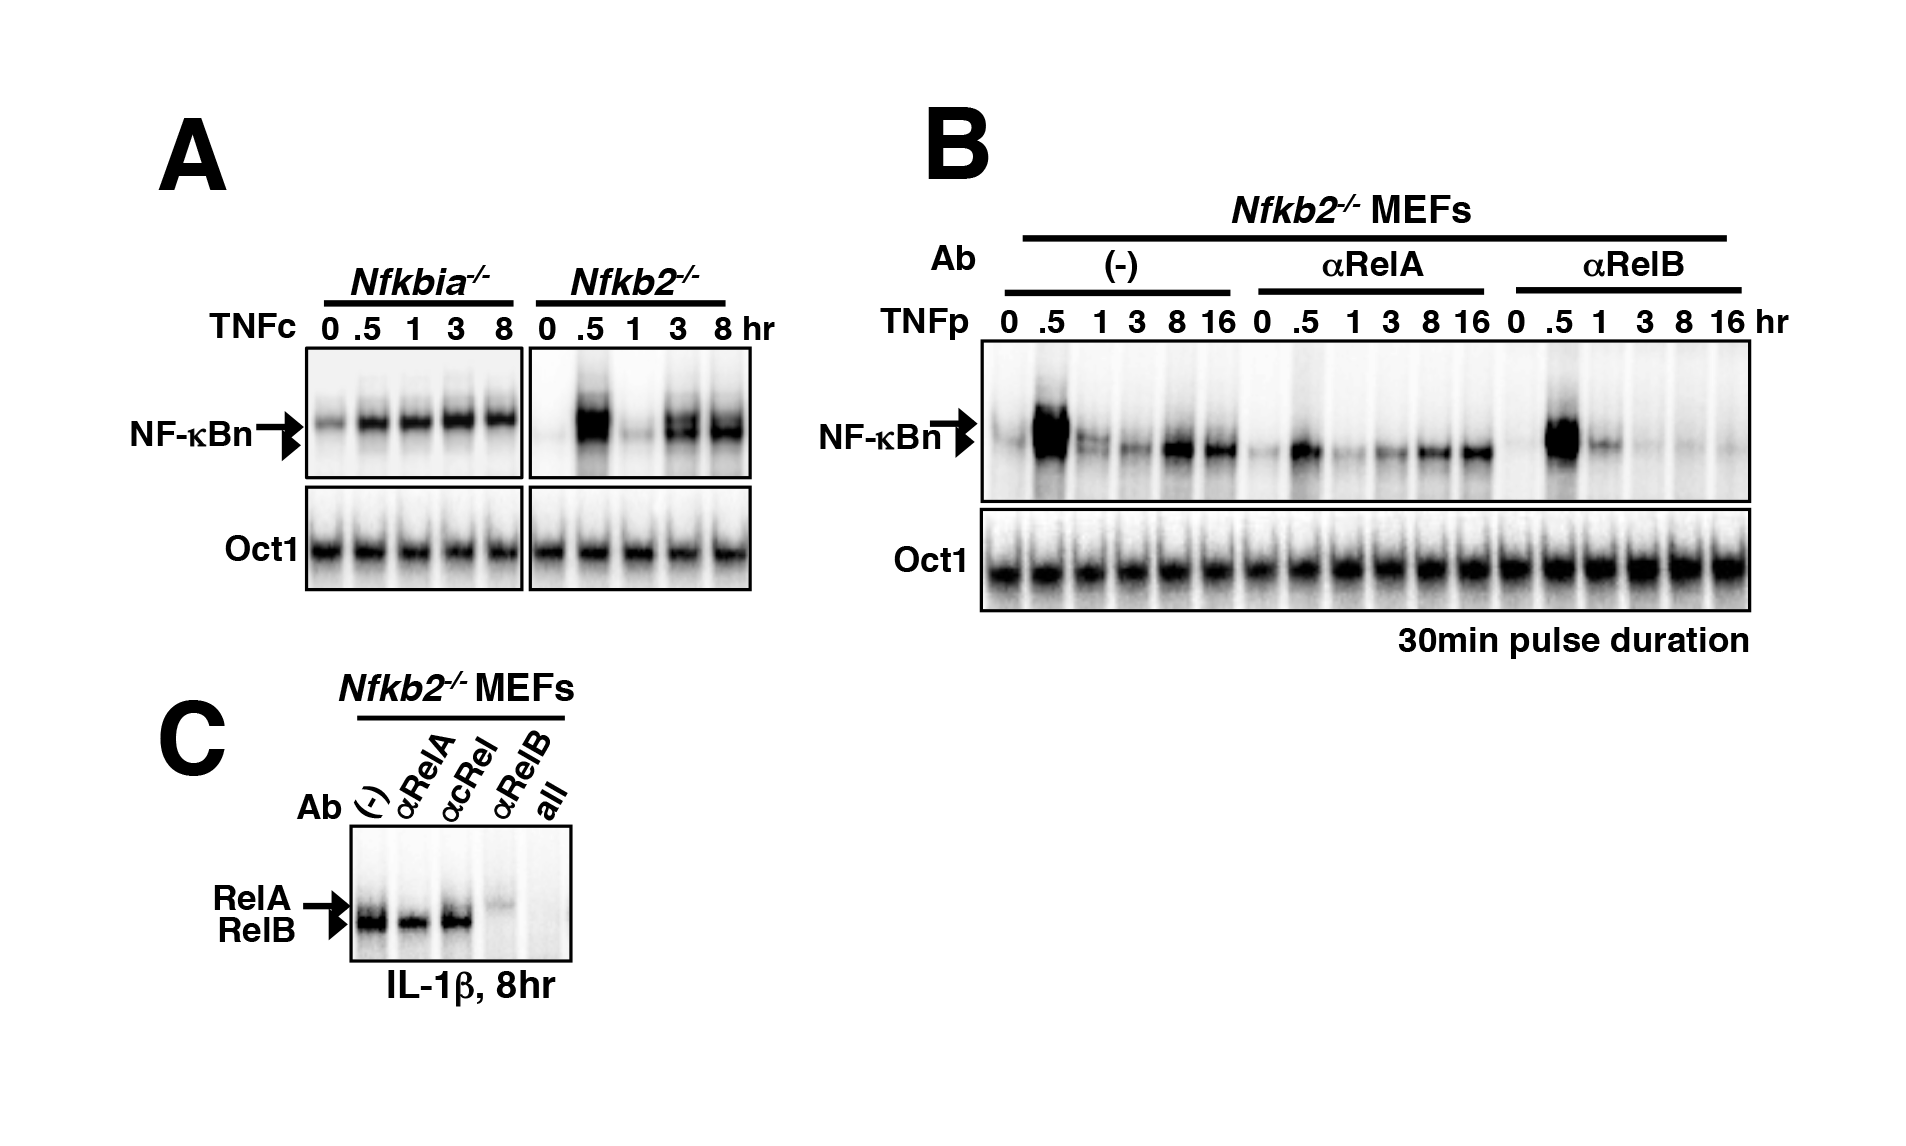
Figure S2. Analyzing TNF-induced NF-κB signaling in mutant cells. (A**) EMSA comparing NF-κBn induced in a time-course in *Nfkbia^-/-^* and *Nfkb2^-/-^* MEFs in response to TNFc. The data represents three independent experiments. (**B**) EMSA demonstrating total, RelB-containing and RelA-containing NF-κB activities induced in a time-course in response to TNFp. Dynamical RelB activity was unmasked in EMSA by ablating RelA DNA binding with an anti-RelA antibody. Similarly, RelA activity was unravelled by ablating RelB DNA binding. The data represents two biological replicates. (**C**) Composition of NF-κBn induced after 8 hr of IL-1β treatment in *Nfkb2^-/-^* MEFs was determined in the shift-ablation assay.

**
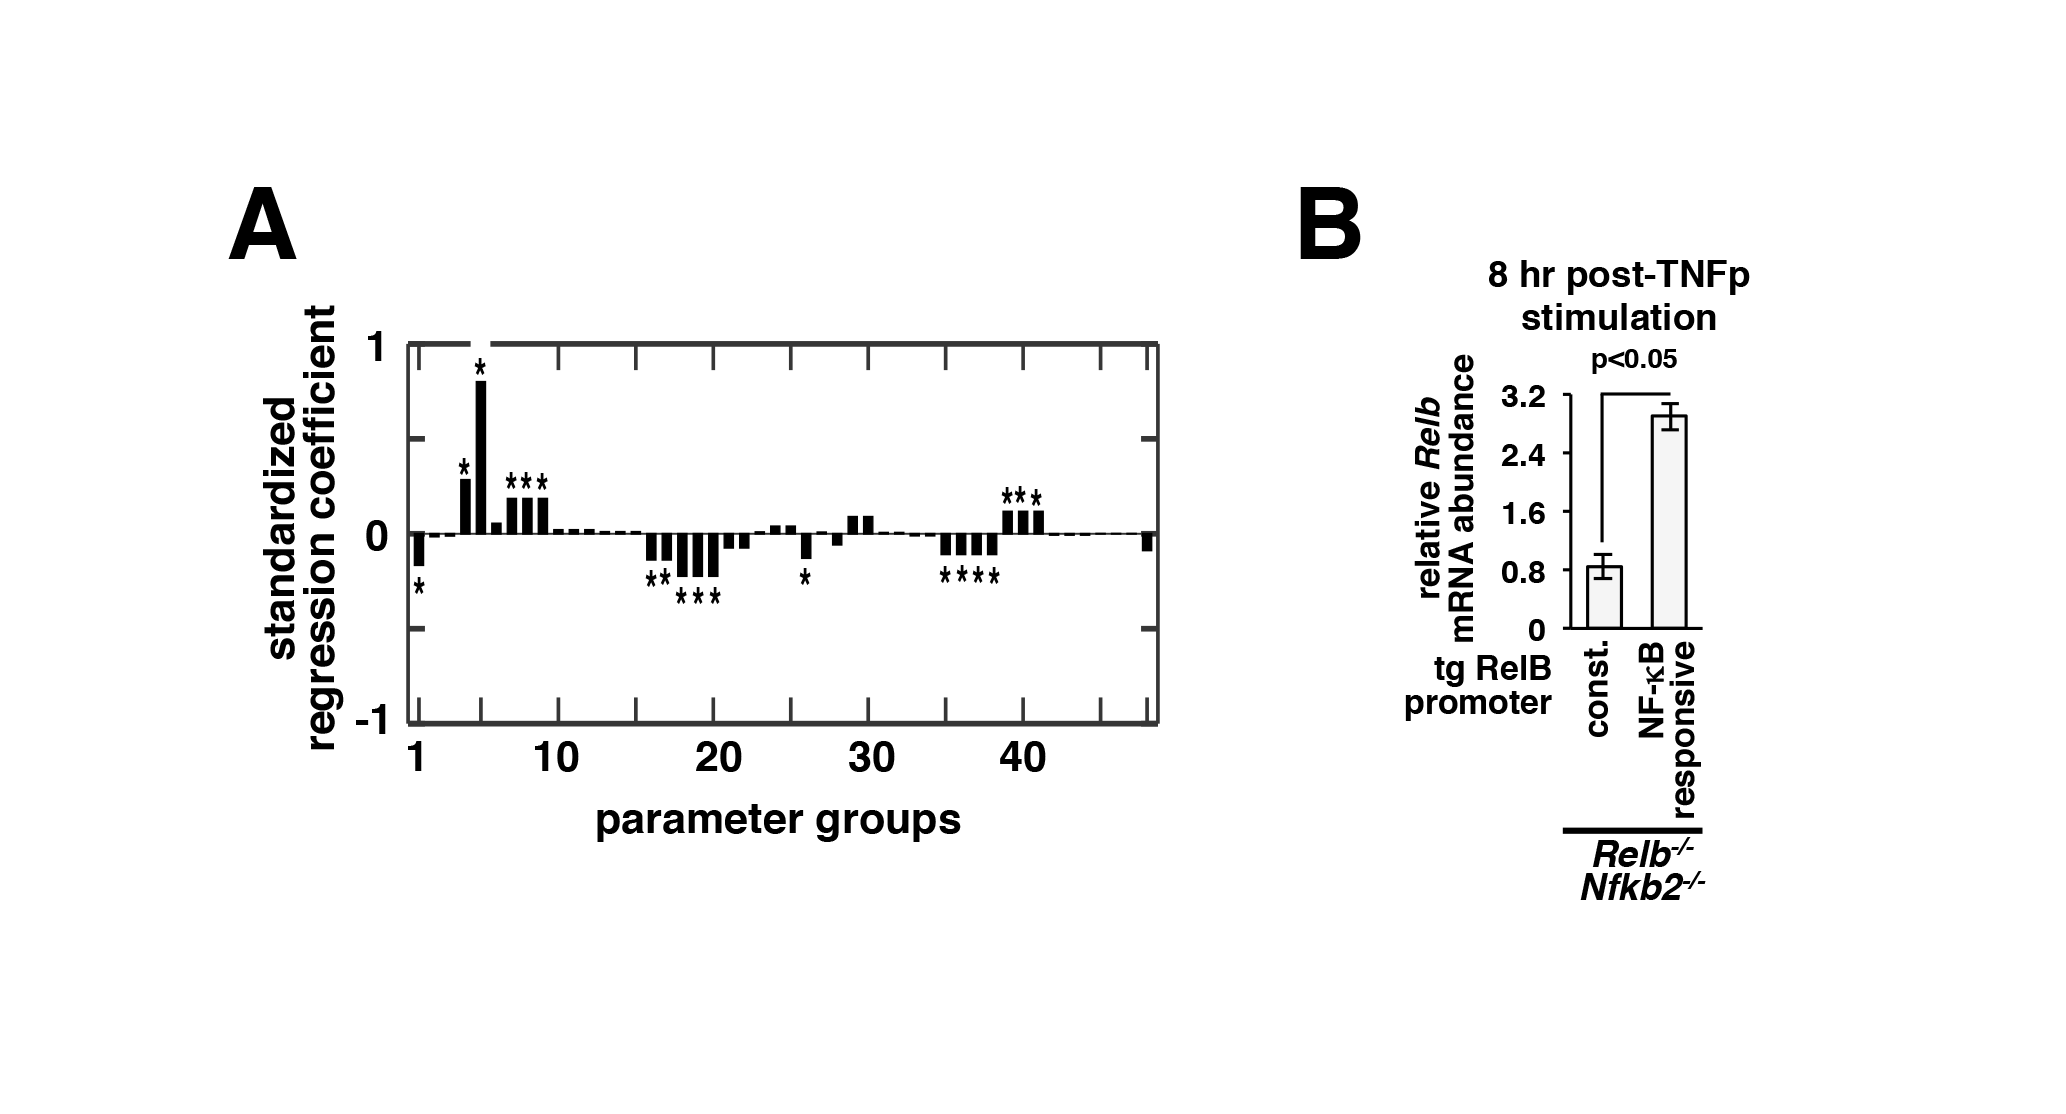
**

**Figure S3. Investigating the mechanism underlying late-acting RelB:p50 response to TNFp in the absence of p100. (A**) Graph plot describing the standardized regression coefficients of the parameter groups subjected to the Variance-based multiparametric sensitivity analysis. The asterisk indicates statistically significant deviation (*P* <0.001) from the null sensitivity for certain parameter groups, as determined by two-tailed Student’s t test. (**B**) qRT-PCR analysis revealing the expression of *Relb* mRNA after 8 hr of the commencement of TNFp treatment in *Relb^-/-^Nfkb2^-/-^* MEFs stably expressing RelB from a transgene (tg) either constitutively (const.) or from an NF-κB responsive promoter (top panel). Data are means ± SEM of four biological replicates.

**
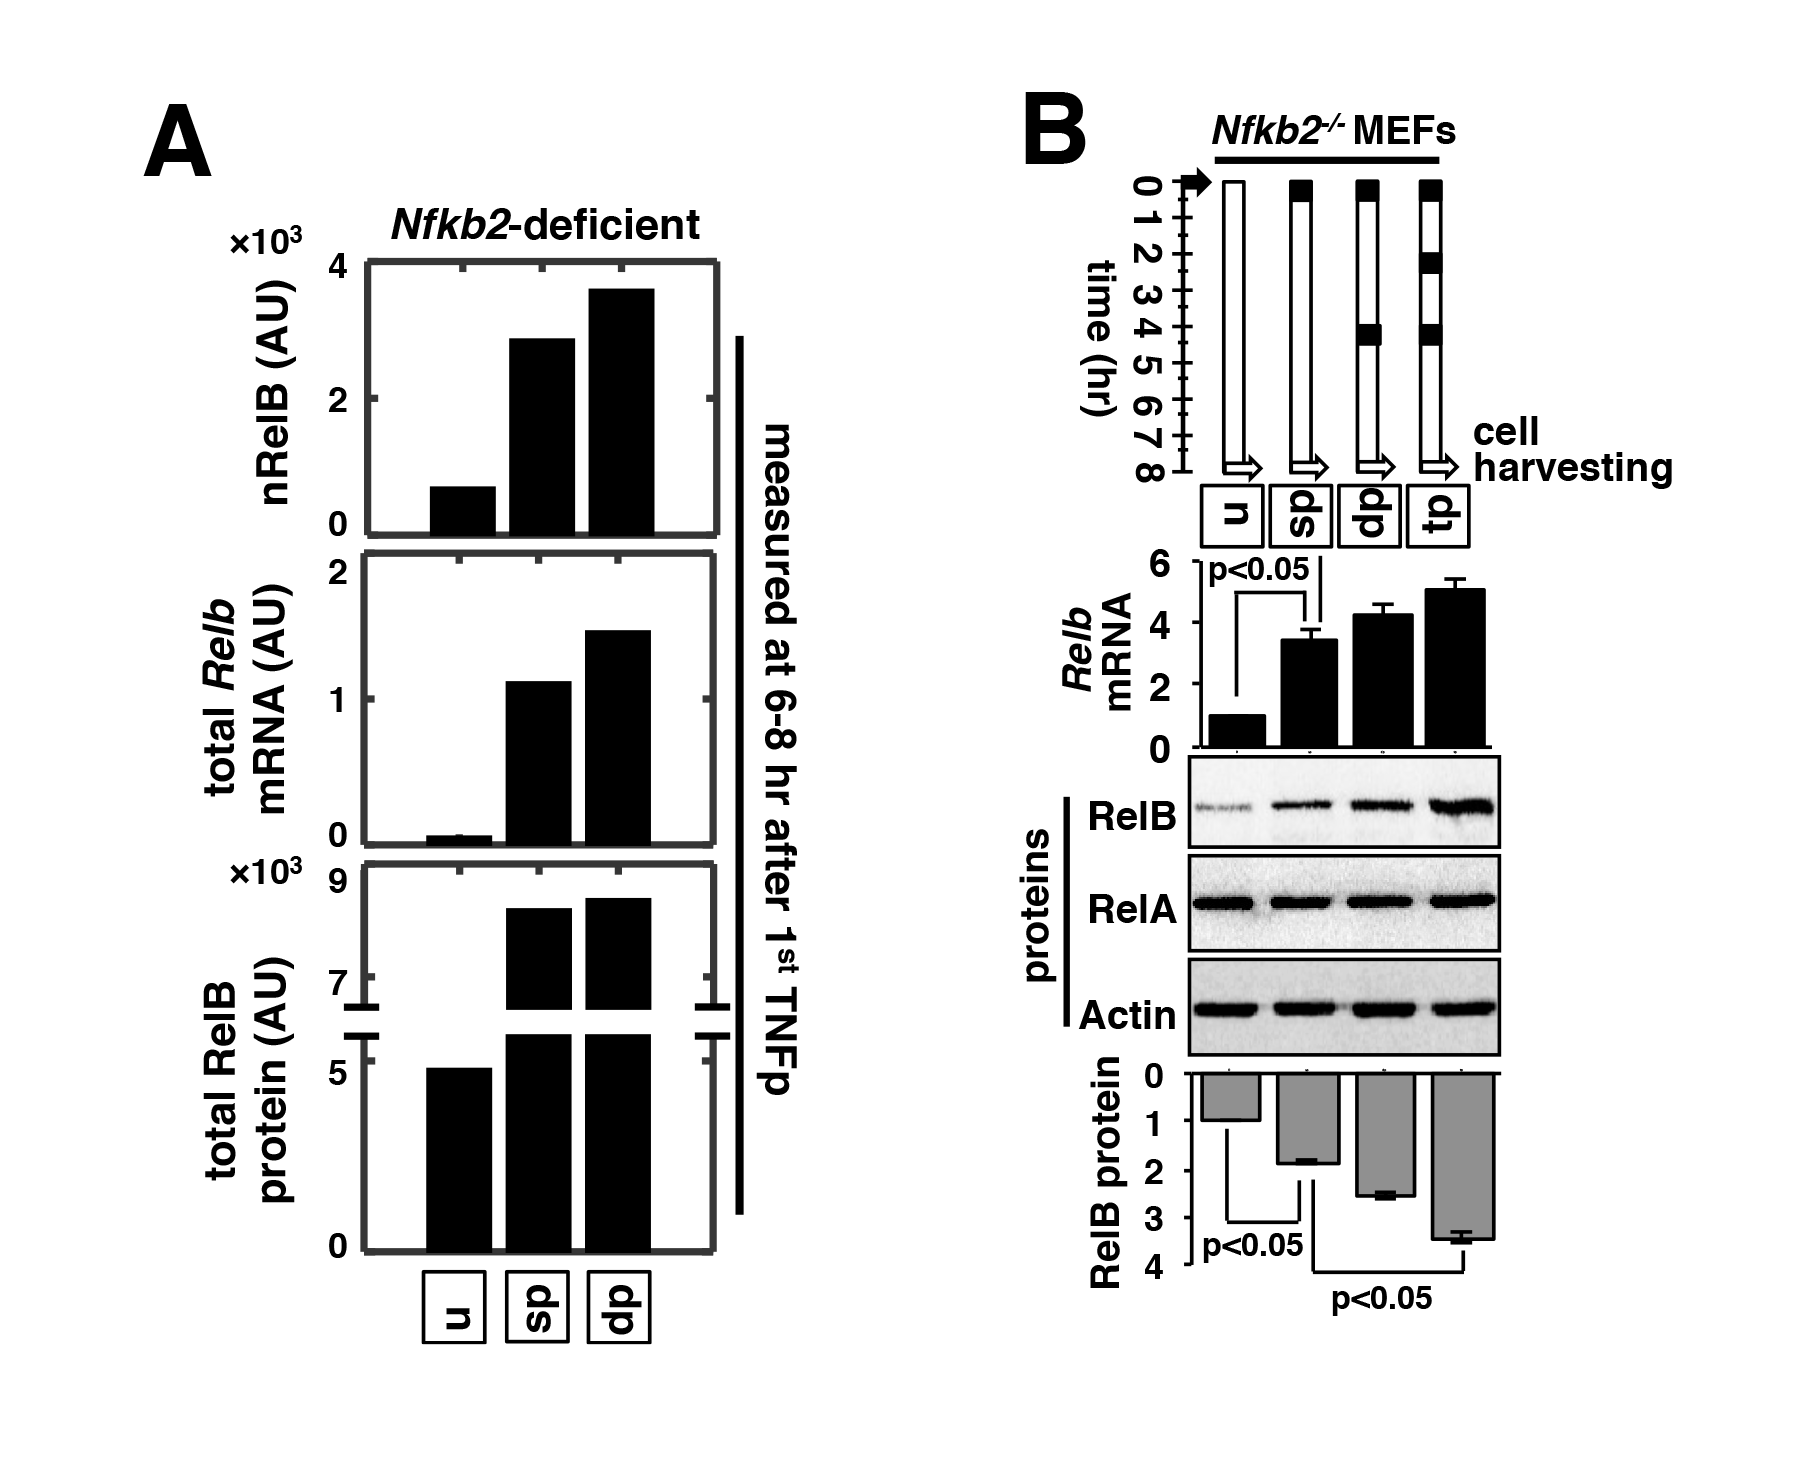
**

**Figure S4. Investigating *Nfkb2*-deficient system in the repeated TNF pulse regime.** (**A**) Computational simulation studies predicting nRelB activity (top panel), abundances of *Relb* mRNA as well as RelB protein in *Nfkb2*-deficient system subjected to a single TNFp (sp) or successive two TNFp separated by 4 hr (dp). The activities and abundances were estimated at 6-8 hr after the commencement of the first pulse. u denote untreated system. (**B**) *Nfkb2^-/-^* MEFs were treated with either a single TNFp (single pulse, sp) or two successive TNFp separated by 4 hr (double pulse, dp) or three successive TNFp where these pulses were separated by 2 hr (tp). Cells were harvested 8 hr after the commencement of the first pulse and subjected to either qRT-PCR analyses of *Relb* mRNA abundances (top bargraph) or Western Blotting analysis with antibodies against the indicated proteins (bottom panels). Densitometric analysis of the relative abundances of RelB protein has been also presented in a bargraph (bottom). mRNA data are means ± SEM of four biological replicates, protein data are means ± SEM of three experimental repeats.

**Detailed description of global scale gene expression analyses**

**Microarray mRNA analyses**

For microarray mRNA analyses, labelling, hybridization to the Illumina MouseRef-8 v2.0 Expression BeadChip, data processing, and quantile normalization were performed by Sandor Pvt Ltd (Hyderabad, India). We used a rank-based method for selecting genes with essentially zero detection p-value (30). Among these reproducibly expressed genes, we further considered genes whose expressions were induced at least 1.3 fold at upon 6 hr of TNFc treatment in *Nfkb2^-/-^* MEFs, but not in NF-κB-deficient cells. Our analyses led us to a list of 304 NF-κB-dependent genes. Subsequently, we utilized the partition around medoid-based algorithm, which allows for robust clustering of datasets with significant outliers (Reynolds et al., 2006). In the partition around medoid-based clustering analysis, typically the Manhattan distances, and not the Euclidean distances, between the data points are calculated. Nevertheless, we utilized the Cluster package present in R for clustering analysis and the heatmap as well as violin plots were generated in MATLAB. As indicated in the main text, we catalogued 304 NF-κB-dependent genes into six distinct clusters, which were arranged further into four gene-groups. The significance of gene-expression differences between various genotypes within a given gene-group was determined by combining the multiple hypotheses testing method with a stringent false discovery correction strategy (53). We implemented individually right and left tailed t-tests for false discovery rate < 0.001, and examined if the mean of a distribution was significantly different than the mean of another distribution. The numerical significance of the difference in the mean of two distributions was captured from the effect size (Cohen’s d). The data was visualized using the q-value map (Fig. S5), as described earlier (55).

**ChIP-seq analyses**

ChIP experiments were performed as described (51). Briefly, cells were washed twice with cold PBS and then were fixed at room temperature with 1.5mM EGS (Pierce Cat # 21565) in PBS for 30 min followed by 1% formaldehyde (Sigma-Aldrich) for 15 min. Crosslinking reactions were quenched using 0.125M glycine, and cells were washed twice. Subsequently, nuclei were isolated and lysed in a buffer containing 50mM Hepes-KOH, pH 7.5; 150mM NaCl; 1mM EDTA; 1% Triton X-100; 0.1% sodium deoxycholate; 0.1% SDS and protease inhibitors. The crosslinked chromatin was subjected to fragmentation by sonication (Branson Sonicator). Chromatin immunoprecipitation (ChIP) was performed using anti-RelA antibody (Santa Cruz, sc-372) or anti-RelB antibody (sc-226) bound to 50μl Protein A Dynabeads (Invitrogen). Beads were collected by centrifugation, washed, and incubated at 65°C for 4h in the elution buffer (50mM Tris-HCl, pH 7.5; 10mM EDTA; 1% SDS) for reverse crosslinking. ChIP DNA was purified by phenol-chloroform extraction followed by ethanol precipitation.

ChIP seq library was prepared using Nugen Ovation Ultra-low library preparation kit *v.2* (Nugen, San Carlo, CA). The libraries were sequenced on Illumina NextSeq 500 for single end reads. Single-end reads were demultiplexed, adapters were removed by cutadapt and bad quality bases (Q<20) were removed. The cleaned FASTQ files were aligned against mm9 genome using Bowtie with "--best --strata" options and unique alignments were reported. Peaks were called using cisGenome (v2.0) using a window size of 200 bases and a cutoff of 4 reads in total (2 reads from each strand), FDR<0.1 and Fold change >2. 

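cisGenome slides a window along the genome, compares the reads of a ChIP library with those of the input in each window, and joins windows that pass into a peak. The lists deposited for the 8 ChIP libraries carry, for each peak, the lowest FDR and the highest log2 fold of any of its windows, the ChIP and input reads within the peak, and the highest read number of a single window. The fold was computed on scaled input reads, so a window without input reads has a fold set by its ChIP reads alone and depends on the depth of the library. Peaks at the shortest length in the lists, 29 or 30 bp, made up 28.9 to 38.1% of the peaks in the libraries at 6 h.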

Inputs from WT or *Nfkb2^-/-^* MEFs were used for analyzing corresponding ChIP-seq samples. The data was annotated using Ensembl mm9 v67 genome annotation files. For assigning peaks to genes, we considered NF-κB binding to chromatin locations <50kb away from the transcription start site of a given gene. The Chip-seq data set is available on NCBI-GEO (accession no. GSE119961).

**Fig S5. Analyzing microarray data for determining the significance of gene-expression differences between various genotypes.** We subjected our data set to right and left tailed t-tests, considering false discovery rate < 0.001, and examined if the mean of a pair of distributions was significantly different. We also determined the effect size as a measure of the numerical significance of these differences. The data has been presented using q-value maps. Absence of a block in a q-value map indicates insignificant difference between a pair of distributions. In other words, it signifies that the expression of genes belonging to a given groups is not significantly different between the indicated pair of genotypes. The color bar captures effect sizes for statistically significant pairs.

**Table S1. List of the primers used in our quantitative real-time PCR.**

**Table S2. A description of genes belonging to various gene-clusters and gene-groups presented in Figure 4.**

**Description of the mathematical model and related parameterization**

In our previously published mathematical model *v2.0* (23), we depicted signal-responsive activation of four NF-κB heterodimers, namely RelA:p50, RelA:p52, RelB:p50 and RelB:p52. Combinatorial association of RelA, RelB, p50, and p52 produced these heterodimers. Except for RelB:p52, these heterodimers were sequestered in the unstimulated system by IκBα, IκBβ, IκBε or IκBδ/(p100)_2_. IκBβ did not interact with RelB:p50. Experimentally measured or theoretical NEMO-IKK2 and NIK-IKK1 activity profiles were used as model inputs. Signal-induced degradation of inhibitory proteins led to nuclear translocation of the bound NF-κB heterodimers. On the other hand, RelB:p52 was produced upon preferential binding of RelB to p52, which was generated from p100 in response to noncanoncial signals. Once generated, RelB:p52 translocated into the nucleus. RelB also bound to p100, but the resultant RelB:p100 complex was unresponsive to canonical or noncanonical signals. As such, RelA, p50 and IκBβ were produced involving constitutive transcription reaction. Synthesis of RelB, p100/*Nfkb2*, IκBα and IκBε involved both NF-κB-independent (constitutive) as well as dependent transcriptions. Because of a lack of experimental evidence, we restricted RelB:p52 from mediating the expression of genes encoding NF-κB/IκB proteins in this model.

We recently observed that IκBδ/(p100)_2_ also sequesters RelB:p52 (54). Accordingly, we revised the model *v2.0* to include the description of IκBδ/(p100)_2_-mediated inhibition of RelB:p52. The corresponding rate parameters were considered to be identical to those associated with RelB:p50 and IκBδ/(p100)_2_ interaction.

Next, it was shown that IKK2 phosphorylates RelB during TNF signaling and that IKK2-mediated phosphorylation prevents RelB:p50 binding to IκBα (52). In the model *v2.0*, we assumed that TNF converts pre-existing RelB or RelB:p50 into respective RelB* or RelB*p50. As such RelB and RelB* possessed identical properties except that RelB*p50 bound to IκBα and IκBε with ~100-fold lower affinities. The conversion of RelB into RelB* occurred throughout the 8 hr of the TNFc regime. Here, we further revised the model and elaborately described RelB* generation that allowed us to simulate both chronic and brief TNF treatment regimes. We first included the description of RelB*:p52, whose properties were similar to that of RelB:p52. We permitted the conversion of RelB and RelB heterodimers (RelB:p50 and RelB:p52) into corresponding RelB* and RelB* heterodimers for 8h for the TNFc regime or for stimulation regimes with the duration of the IKK2 activity ≥ 4h. For brief TNF regimes with the duration of the IKK2 activity <4h, conversion started along with the onset of TNF signaling but continued for a time period that was double the duration of the TNF-induced transient IKK2 activity. We computed the duration of the input as the time elapsed above an arbitrarily defined threshold concentration of 15nM in the corresponding kinase activity curve.

Furthermore, we assumed that only RelB*:p50, and not RelB:p50, participated in the autoregulatory RelB synthesis. This assumption was consistent with the notion that TNF modification enhanced the transcriptional activity of RelB. Finally, we terminated RelA-mediated transcription of RelB at 2 h post-TNF stimulation; this was terminated at 1.5h post-TNF treatment in the original *v2.0*.

Using this revised model, we attempted to recapitulate *in silico* experimental TNF signaling, whose dynamical control is thought to be determined by IκBα. Our simulation studies revealed elevated RelA as well as RelB activities in the IκBα-deficient system (Fig. S6). Of note, experimental analyses indicated a substantially heightened nuclear RelA, but not RelB, activity in IκBα-null cells (Roy et al., 2017). To resolve this discrepancy, we further manually refined the parameter ensemble. We considered eighteen, experimentally-derived, quantifiable constrains for the parameterization exercise (Table S3). Together, we altered sixteen rate parameters to arrive onto the model *v2.1* (Table S4)*,* which satisfied all the pre-determined constraints. Actual changes in the parameter values in *v2.1* were subtle and mostly within the range of ~ 2-5 fold.

**Fig. S6. Performance of the revised model *v2.0* in the TNFc regime:** Simulation of the previously published *(21)* mathematical model revealing TNFc-induced NF-κB activity in WT and *Nfkbia*-deficient systems. Activities of RelA and RelB heterodimers have been indicated.

Importantly, the model *v2.1* satisfied the biochemical constraints even upon a ~ 1.5-10 fold increase or decrease in the newly-fitted parameter values (Fig. S7). These analyses suggested that the model *v2.1* possessed a modestly broad boundary.

**Table S3. A list of biochemical constrains considered during model fitting.**

**Table S4. A list of rate parameters subjected to modification.**

**Fig. S7. Estimating the boundaries for the revised model.** A set of sixteen rate parameters were subjected to revisions to arrive onto the NF-κB system model *v*2.1. We then simulated the model *v*2.1 iteratively using various multipliers (0.1, 0.2, 0.5, 1, 2, 5, and 10) for these parameters. Following each simulation, the model was compared against the list of eighteen established constraints presented in table S3. The bars show the maximum and minimum multipliers for each of the rate constant groups that satisfy all the constraints.

When we simulated TNF signaling in the IκBα–deficient system using *v2.1*, we indeed noticed an improvement in the model performance. Consistent with experimental results, the model *v2.1* revealed a heightened nuclear RelA activity and a low-level of nuclear RelB activity in the absence of IκBα (Fig. S8). Prior simulation studies involving the *v2.0* led to the discovery of an autoregulatory RelB pathway (23). The model *v2.1* aptly reproduced key data published earlier by Roy et al., using *v2.0* (Fig. S9). Our current study indicated that RelB synthesis acted as a key determinant of the late RelB activity induced upon brief TNF stimulation of p100-deficient cells. We tested if the newly-fitted parameters influenced our overall conclusion. To this end, we incrementally increased these rate parameters up to 4 fold or similarly decreased them. Subsequently, we scored the effect of parameter perturbations on the late RelB activity induced in the p100-deficient system. Our analyses assured that with the expected exception of the RelB synthesis related rate parameters (#3, #11 and #15), the majority of the newly-fitted parameters had only subtle impact on the late nuclear RelB activity (Fig. S10). Nevertheless, the final model *v2.1* consisted of 77 species, 296 reactions and 214 parameters. We used MATLAB 2014b for designing, simulating the model and for the generation of the figures.

**Fig. S8. Performance of the Systems Model *v*2.1 in the TNFc regime.** Simulation of the revised NF-κB System model *v*2.1 revealing TNFc-induced NF-κB activity in WT and IκBα-deficient systems. Activities of RelA and RelB heterodimers have been indicated.

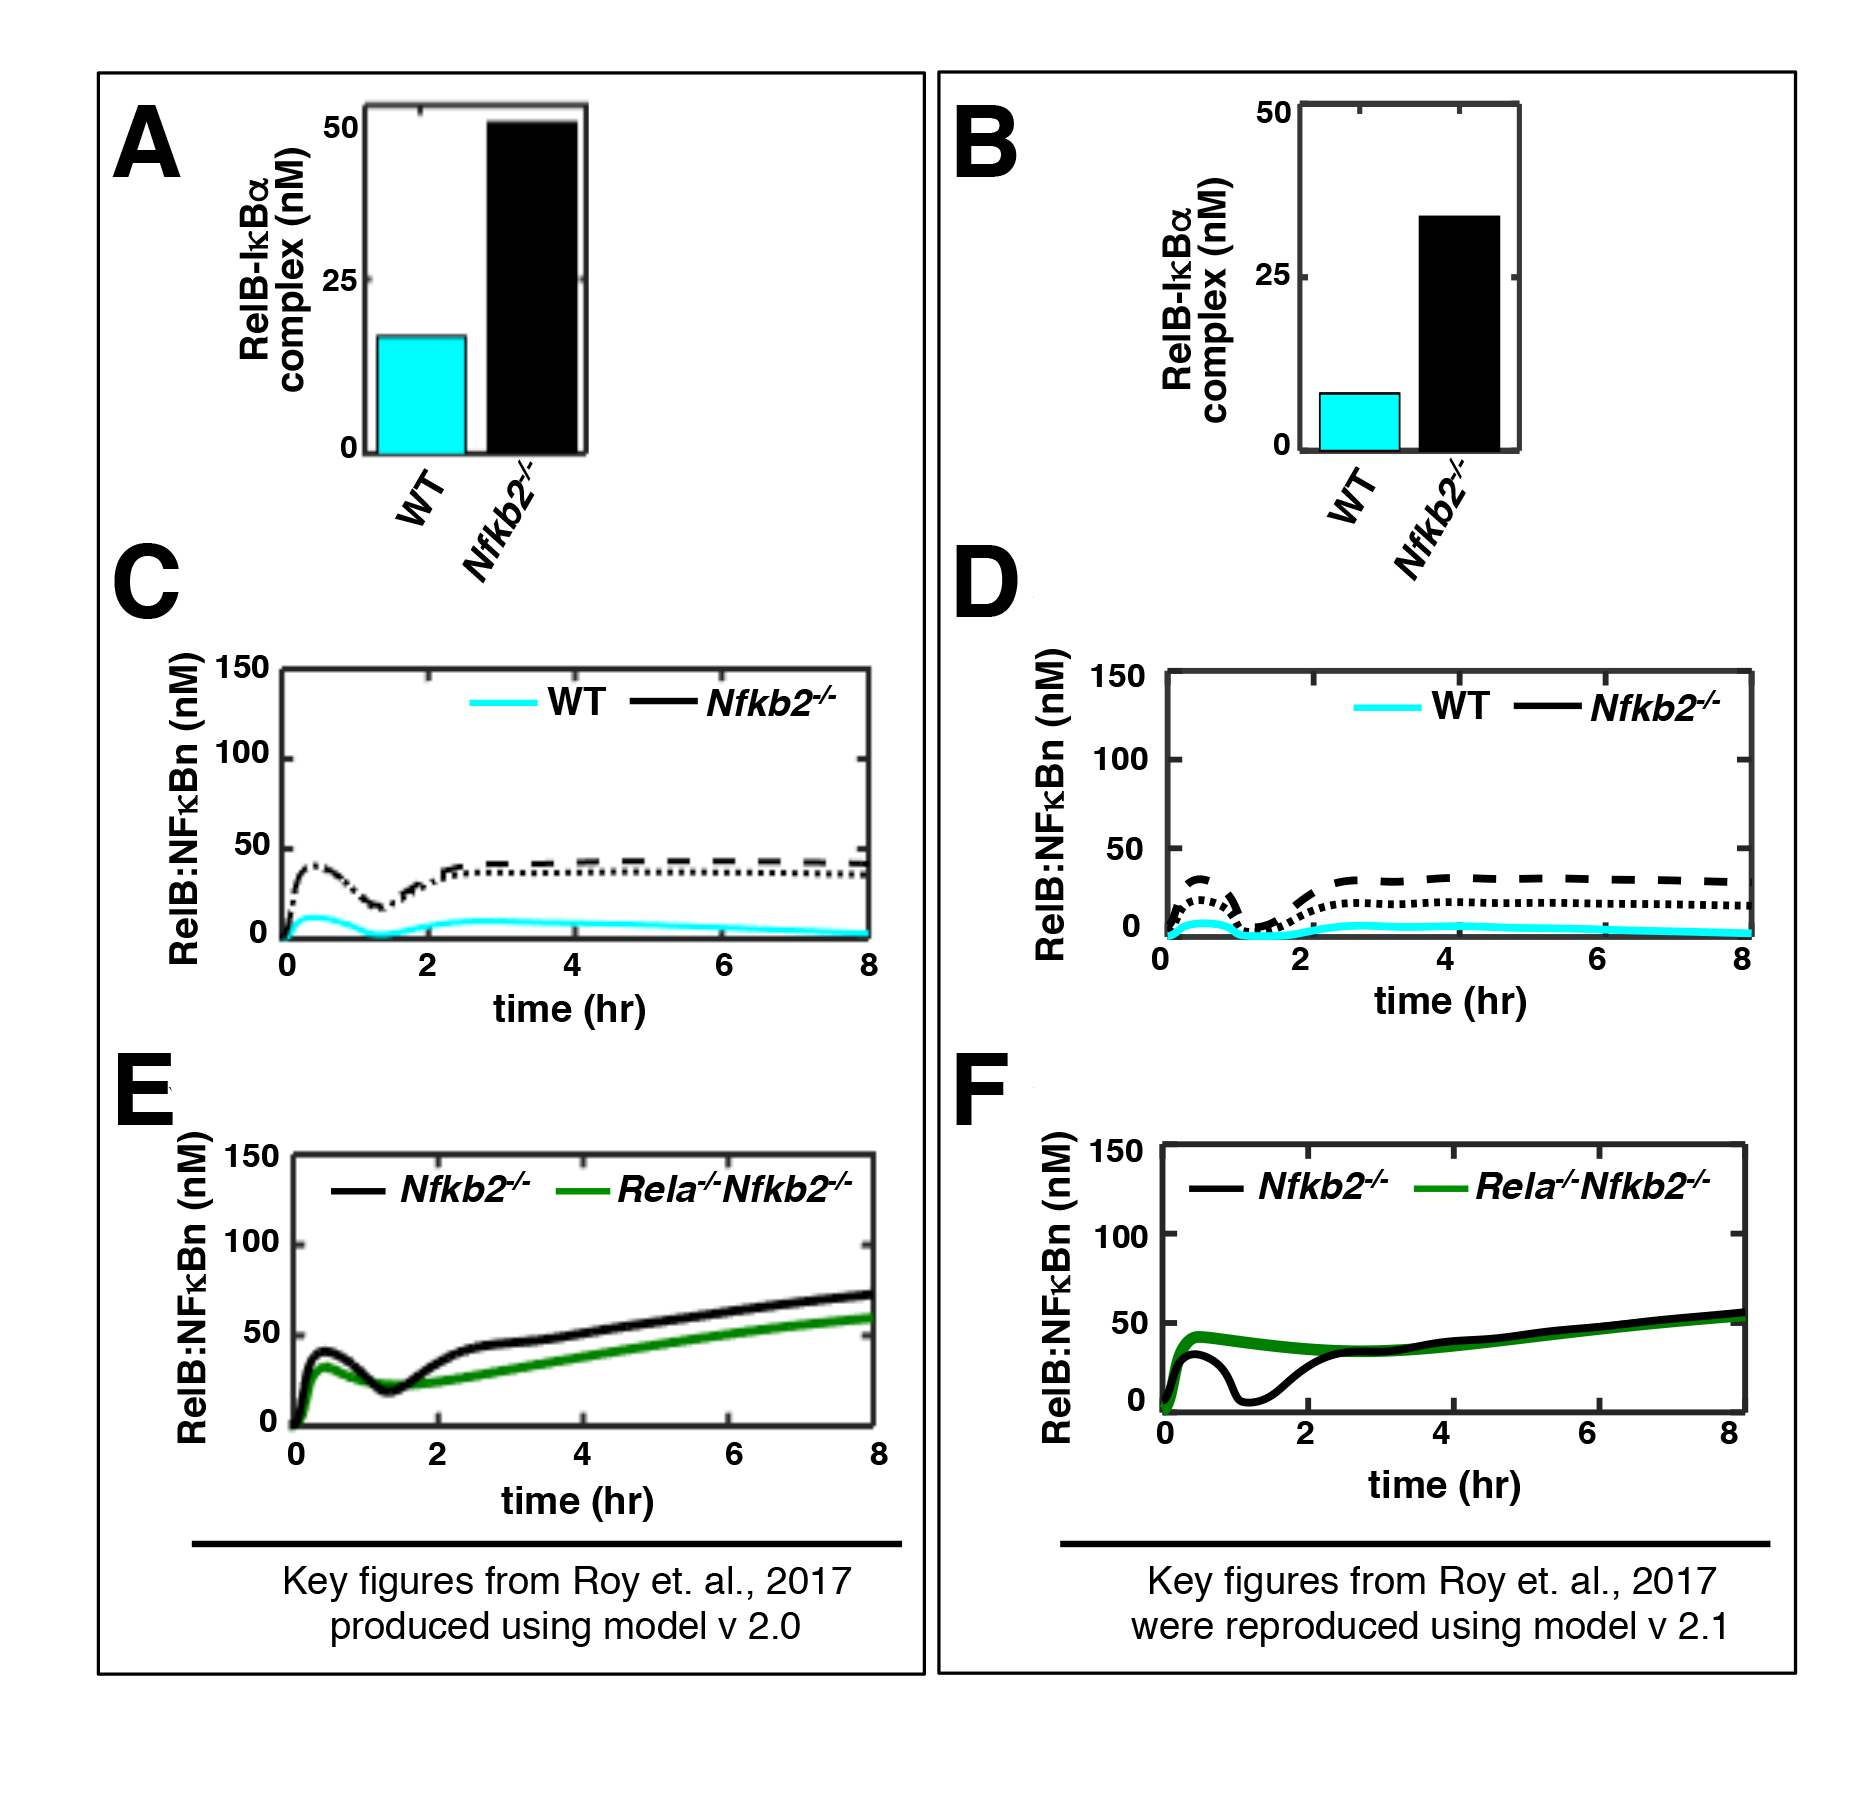

**Fig S9. Comparing the performance of the NF-κB systems Model *v*2.1 with the previously published simulation data obtained using *v*2.0.** Computational simulations using the previously published NF-κB systems Model *v*2.0 (**A**, **C** and **E**) and the model *v*2.1(**B**, **D** and **F**). We compared RelB binding to IκBα in WT and *Nfkb2*-deficient system (**A** and **B**), and dynamical RelB activation in various knockout systems (**C**-**F**) in these two model versions.

**Fig S10. Examining the robustness of the conclusion with respect to the newly fitted parameter values.** The values of each of the sixteen newly fitted rate parameters in the model *v2.1* were increased incrementally up to 4 fold (blue circles) or decreased similarly up to 4 fold (red circles). The resulting parameter ensembles were used for simulating the TNFp regime in the *Nfkb2*-deficient system, and the late nRelB activities were estimated. The horizontal line parallel to the X-axis represents the late nRelB activity induced by TNFp in the *Nfkb2*-defiicent system using the unaltered parameter values.

**Table S5. List of model parameters catalogued into 48 distinct groups.**

Below we provide the complete list of model parameters catalogued into 48 groups, as described in Figure 3a.

How the deposited data were processed for this re-analysis (not part of the article)

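ChIP-seq was performed on *Nfkb2*-/- MEFs at 0 h and at 6 h of treatment with 10 ng/ml TNF, with antibodies against RelA and RelB and 2 libraries per antibody and time point. The 8 peak lists of these libraries were analysed. A list for the input library was not used here, and neither were the reads, the signal tracks or the lists of genes in the gene-groups, so the enrichments of Figure 5B and the heatmap of Figure 5A were not recomputed.

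The authors trimmed the reads, aligned them to mm9 with Bowtie, kept unique alignments, and called peaks in each library separately with cisGenome against *Nfkb2*-/- input. The authors deposited, for each peak, a false discovery rate, which is a q-value of the call between 0 and 1. They also deposited the log2 fold over input of the strongest window, which the authors computed on scaled input reads. The deposited count columns hold the number of ChIP reads and of input reads in each peak and in its fullest window, without normalization. All 25055 peaks were checked against the thresholds that the methods state (FDR under 0.1, fold above 2 and at least 4 reads), and none fell outside them. Every peak lay within the chromosomes of the mm9 genome used here, and coordinates are those of the lists, counted from 1 with both ends included.

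Depth is limited to what the lists show. Reads in peaks at 6 h were between 120352 and 162105 per library, and total reads are unknown, so no smallest detectable signal could be given. Intervals cover counting error only. The constant by which input was scaled was recovered from the folds and the window counts, and in every library at least 98.4% of the windows used fitted it.

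Peaks of both libraries of an antibody that overlapped by at least 1 bp were merged into reproducible peaks. Shares of overlapping peaks were given with Wilson 95% intervals and compared with 1000 rotations of the partner's peaks within each chromosome. The rotations of the 0 h peaks were added after the data were examined. The number of peaks was compared between 0 h and 6 h by an exact permutation test. IDR was computed with a copula mixture model fitted to the log2 folds of both replicates. Strength at sites with a peak in all 4 libraries at 6 h was tested with limma (lmFit and eBayes, Benjamini-Hochberg adjustment, adjusted p under 0.05), with each library centred on its median. Replicate numbers come from the library labels and were used as a block in an alternative fit. Genes were assigned when their start site lay less than 50 kb from a peak, with the GENCODE annotation of mm9, and tested against all 37273 annotated genes with Fisher's exact test. The paper used an Ensembl annotation of the same build. The κB consensus GGRNNNYYCC was searched on both strands within 100 bp of each peak centre, and 2 flanking windows of the same size per peak, 1000 bp away, served as the comparison. For antibody-specific peaks within 1 kb of a start site, a comparison added after the data were examined used 5 windows per peak, chosen as closest in GC content among 200 protein-coding genes with no peak within 5 kb of their start site in any library, at the same position relative to that site.

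The overlap, rotation, IDR, limma and motif steps were tested on simulated data with known answers. Planted overlap of 40% among 7052 peaks was measured as 40.5%. In 2000 random sequences, a planted motif was found in 100% of cases and a motif by chance in 11.9%.

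Alternatives covered the peak threshold, the fold threshold, the overlap rule, the choice of reproducible or pooled peaks, equal numbers of peaks per library (5192), autosomes only, the distance to start sites, the IDR threshold, normalization before limma and leaving out each replicate. They were set before the data were examined, except the rule of centres within 500 bp, the restriction to protein-coding genes, and leaving out replicates for the associated genes and the top peaks, which were chosen after seeing the data. Sites named in the text were fixed by rule before the data were examined: the genes of Figure 5C, *Csf1*, *Klf5*, *Mras* and *Relb*, and up to 3 of the strongest sites of each kind.

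Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, samtools 1.23.1, and R 4.3.3 with limma 3.58.1.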

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

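The test on input reads at 0 h peaks was chosen after the read numbers had been seen. The tests on κB sequence and on weak peaks were set before their results were seen.

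The paper's text does not analyse peaks called before TNF treatment. Both 0 h libraries shared 53 peaks for RelA and 3 peaks for RelB, each called over input. Of these, 2 RelA peaks and 2 RelB peaks overlapped a reproducible peak of the same antibody at 6 h. The strongest RelA site, on chromosome 6 from 83020570 to 83021021, lay 508 bp upstream of *Tlx2*, and the strongest RelB site, in an intron of *Traf2* on chromosome 2 from 25389707 to 25390118, was inside the second strongest RelB site at 6 h. In RelA 0 h libraries, 14.3 and 14.4% of peaks overlapped a peak of either RelA library at 6 h, against 0.135 and 0.134% after rotation (permutation test, one-sided, p = 0.001, the smallest p that 1000 rotations can give). In RelB 0 h libraries the shares were 34.3 and 35.7%, against 0.563 and 1.04% after rotation (permutation test, one-sided, p = 0.001 in each). Rotation ignores where peaks can be called, so these tests do not tell binding from recurrent technical calls.

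A technical explanation is that the 0 h calls lie in regions rich in input reads. The median input reads in the fullest window of RelA 0 h peaks were 1 times those of RelA 6 h peaks. RelA 0 h peaks were thus no richer in input reads than RelA 6 h peaks. Input outside peaks was not compared, so this explanation is not excluded for RelA. For RelB the ratio was 2.2, with a median of 11 reads at 0 h and 5 at 6 h, so some RelB 0 h peaks may come from such regions. The share of RelB 0 h peaks on chromosomes X and Y was 37.1 and 35.7%, and that of RelA 0 h peaks 4.95 and 2.58%, against under 1% in the libraries at 6 h. Another explanation is that the calls carry no κB sequence. The κB match was found in 15.9% of 315 RelA 0 h peaks and 17.1% of flanking windows (Fisher's exact test, two-sided, p = 0.645), and in 15.2% of 46 RelB 0 h peaks and 6.52% of flanking windows (p = 0.125). Motif enrichment was therefore not detected for RelA at 0 h. Within 250 bp of the centre, RelA 0 h peaks had fewer matches than flanking windows (29.8 against 37.8%, Fisher's exact test, two-sided, p = 0.0171). For RelB the odds ratio was 2.57, and 46 peaks are too few to rule enrichment in or out. The 0 h peaks cannot be told apart from calls that do not depend on a κB sequence. Their recurrence between libraries was not explained by these tests.

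At 6 h, 391 RelA peaks and 577 RelB peaks had no peak in either library of the other antibody, sites outside those that the paper discusses. Calls that arise as noise would carry no more κB matches than flanking sequence. They carried more (Fisher's exact test, two-sided, p = 9.05e-63 for RelA and p = 7.09e-87 for RelB). Weak peaks may however have been missed in the libraries of the other antibody. The antibody-specific share was 26.3% in the weakest 25% of RelA peaks by fold and 7.40% in the strongest 25%, a ratio of 3.56, and the ratio was larger for RelB. The weaker of these peaks cannot be told apart from shared sites that passed the threshold for a single antibody. Antibody-specific peaks numbered 47 for RelA and 64 for RelB in the strongest 25% by fold, and 16 and 23 in the top 25% by rank. Weakness does not account for all of them. The RelA-specific peak in an intron of *Pnrc1* had 94 and 90 ChIP reads, ranks 147 and 120 and log2 folds of 4.27 and 4.28, against a median of 15 and 17 reads over the peaks of these libraries. How many others are of this kind was not tested. The design gives no further condition with which a difference between the factors could be tested.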

How the results depend on the processing

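The rise in peak number from 0 h to 6 h kept its direction in all alternatives, with log2 differences from 5.83 to 7.10 across the 8 fits that each left out one library, where 3 libraries against 4 give p no smaller than 0.0571.

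Overlap of RelA with RelB peaks moved outside its interval in several settings. The share of RelA and of RelB peaks was 67.7 and 51.5% at FDR under 0.01, 61.0 and 50.9% with an overlap of at least 50% of the shorter peak, 39.3 and 45.1% with peaks of either replicate, and 66.8 and 58.2% with centres within 500 bp, a rule chosen after seeing the data. Leaving out each replicate gave 30.5 to 77.8% of RelA and 29.9 to 70.1% of RelB peaks. The difference between libraries of different antibodies and of the same antibody stayed negative in all 6 alternatives, from -9.51 to -6.52 points. Among top peaks, the RelA and RelB shares were 65.6 and 58.5% with an overlap of at least 50%, 89.5 and 87.4% with partners from either replicate, 62.6 and 58.1% with the partner's own top peaks, and 68.3 and 60.2% when ranked by fold. At FDR under 0.01 the RelB share was 53.0%, while for RelA only 1781 reproducible peaks remained, fewer than the 2077 top peaks, so that setting does not test the RelA top peaks and repeats the share of all peaks. Centres within 200 bp moved RelA to 72.3%. Leaving out replicates, added after seeing the data, gave 67.6 to 83.2% and 60.8 to 77.9%.

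The number of peaks passing IDR was 580 for RelA and 856 for RelB at 0.01, and 726 and 930 on ranks. The correlation of strength was 0.510 on ranks and 0.707 at FDR under 0.01, and 0.629 to 0.666 across the fits that left out a replicate. The number of sites with different strength was 85 with the replicate block, 30 on ranks, 30 at FDR under 0.01 and 56 at an adjusted p under 0.1, against 11. The cause of these changes was not tested. Leaving out a replicate for limma was not run, since it would leave an antibody with 1 library and no replicate spread of its own.

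RelA-specific peaks numbered 234 at FDR under 0.01, and leaving out replicates gave 564 to 3932 for RelA and 903 to 3378 for RelB. For RelA- and RelB-associated genes the shares were 63.7 and 63.2% at 10 kb, 73.6 and 68.2% at 100 kb, 66.6 and 60.0% with the nearest start site, 73.1 and 61.2% at FDR under 0.01, and 64.2 and 74.3% with peaks of either replicate. Leaving out replicates, added after seeing the data, gave 41.6 to 87.6% and 43.8 to 86.1%.

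The share of RelA 0 h peaks kept at 6 h fell to 1.65 and 1.03% against reproducible peaks, and was 8.57% for replicate 2 at FDR under 0.01. For RelB it was 20% in replicate 1 against reproducible peaks and 100% of 2 peaks in replicate 2 at FDR under 0.01. At 10 kb *Psmc4* and *Me2* had a peak in 0 libraries and *Mras* in 1, and at FDR under 0.01 *Me2* and *Klf5* in 1. Motif shares of the shared, RelA-specific and RelB-specific peaks at 6 h stayed above flanking windows with a mismatch allowed and with the wider window. The shares of 0 h peaks lay below flanking windows in both alternatives. With a mismatch allowed they were 75.9 against 79.4% for RelA and 47.8 against 60.9% for RelB. With the wider window they were 29.8 against 37.8% for RelA and 17.4 against 19.6% for RelB. In all, 62 of 154 alternative values stayed on the same side of their test, inside their 95% interval or within 1.5 times of the count reported, 84 did not, and 8 were the tests of peak number with one library left out.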

Differences from the paper's values

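The paper used 2077 top RelA peaks, chosen by intensity and IDR, and at an IDR under 0.05 1132 reproducible RelA peaks passed here. Among the alternatives set before the data were examined, an IDR under 0.1 gave 1597 peaks, which is within 1.5 times of the paper's number, while an IDR under 0.01 gave 580 and IDR on ranks gave 726, which are not. For RelB the paper used 2241 peaks and 1604 passed here, a smaller difference. IDR under 0.1 gave 2219.

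The paper states that neither factor was recruited to *Me2*. The lists hold a peak in a *Me2* intron in each RelB library at 6 h, with log2 folds over input of 3.58 and 1.97, which did not overlap each other, and none in the RelA libraries. Neither *Me2* peak holds a κB match. With an FDR under 0.01 a single library kept a peak, and no library had a peak within 10 kb of the start site. The paper states that *Psmc4* recruited neither factor, and a single RelA library held a peak 35836 bp from its start site. That peak holds a κB match.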

Other observations

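The test on the rank of unshared peaks and the shares with equal numbers of peaks in each library were chosen after the overlap of replicates was seen, and the tests of κB matches near start sites were chosen after the share near start sites was seen. The comparison with matched windows near start sites was added last, after the other results.

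At 6 h most peaks of RelA replicate 1, RelA replicate 2 and RelB replicate 2 were not called in the other replicate (36.4, 45.1 and 45.3% were), while 58.5% of the peaks of RelB replicate 1 were. Peaks near the calling threshold may be called in a single library. The top 25% of peaks in each library was found in the replicate at least 4.17 times as often as the bottom 25%, from 92.8 against 22.3% for RelB replicate 1 to 84.2 against 6.18% for RelA replicate 1, where the ratio was 13.6. A difference in the number of peaks per library was considered as well. Taking 5192 peaks from every library changed the mean overlap of same-antibody libraries by -0.583 points, but this overlap is a share of the library with fewer peaks and already removes most of that difference, so it cannot settle the question. Per library, the share found in the replicate rose from 36.4 to 46.6% for RelA replicate 1 and from 45.3 to 55.7% for RelB replicate 2, and was 46.6% for RelA replicate 2 and 55.8% for RelB replicate 1. Equal numbers removed the lowest-ranked peaks of the larger libraries. Of the bottom 25%, 6.18% were found in the replicate for RelA replicate 1 and 9.86% for RelB replicate 2. The number of peaks may contribute, but these rises cannot tell it apart from weak peaks near the threshold. With equal numbers most peaks of both RelB libraries were found in the replicate. No biological explanation was tested.

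RelA-specific peaks lay within 1 kb of a protein-coding start site in 86 of 391 cases (22.0%, Wilson 95% interval 18.2 to 26.4%) and RelB-specific peaks in 43 of 577 cases (7.45%, 5.58 to 9.89%). The difference was tested with Fisher's exact test (two-sided, p = 1.54e-10, odds ratio 3.50), which counts peaks as independent. Peaks are not independent replicates, each antibody had 2 libraries, and the difference was not examined with a library left out. Shared peaks lay between, at 11.8%. Open regions near start sites could be recovered without a κB sequence. Among RelA-specific peaks, 65.1% of those within 1 kb and 56.1% of those farther away had a κB match (Fisher's exact test, two-sided, p = 0.140), and among RelB-specific peaks 79.1 and 52.1% (p = 6.78e-04). Chance matches may be more common near start sites, so this comparison alone cannot settle the question. In windows with similar GC content and position at start sites without peaks, 28.8% had a match for RelA and 21.9% for RelB, below the 65.1 and 79.1% of the peaks (Fisher's exact test, two-sided, p = 4.02e-10 and p = 1.54e-12). This goes against the explanation for the peaks as a group, while the peaks without a match may still include such regions. Windows of RelA-specific peaks had a mean GC content of 52.0% and those of RelB-specific peaks 46.3%, and a GC bias of the libraries was not tested. A preference of RelA over RelB for promoters is a hypothesis that cannot be told apart from such a bias.

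Genes that the paper measured by other assays also had peaks at 6 h. *Csf1* had peaks in all 4 libraries, with 3 reproducible RelA peaks and 4 reproducible RelB peaks within 50 kb. *Mras* had 1 and 2. At the site upstream of *Mras*, the RelA peaks of replicate 1 (99347952 to 99347980) and replicate 2 (99347920 to 99347951) were adjacent. They did not overlap, so this site did not count as reproducible for RelA. *Klf5* had a peak in RelA replicate 2 at 49315 bp from its start site, with an FDR of 0.0690. RelB replicates 1 and 2 each had a peak in a *Klf5* intron, 1170 and 1057 bp downstream of the start site. Their FDRs were 0.00995 and 0.0672. These RelB peaks did not overlap, so *Klf5* had no reproducible peak of either antibody. *Relb* itself had a peak just upstream of its start site in all 4 libraries, at 144 bp in RelA replicate 1, with log2 folds of 5.21 and 5.29 for RelA and 4.70 and 3.10 for RelB.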
